# Notch Pathway Activation Contributes to Inhibition of C2C12 Myoblast Differentiation by Ethanol

**DOI:** 10.1371/journal.pone.0071632

**Published:** 2013-08-20

**Authors:** Michelle A. Arya, Albert K. Tai, Eric C. Wooten, Christopher D. Parkin, Elena Kudryavtseva, Gordon S. Huggins

## Abstract

The loss of muscle mass in alcoholic myopathy may reflect alcohol inhibition of myogenic cell differentiation into myotubes. Here, using a high content imaging system we show that ethanol inhibits C2C12 myoblast differentiation by reducing myogenic fusion, creating smaller and less complex myotubes compared with controls. Ethanol administration during C2C12 differentiation reduced MyoD and myogenin expression, and microarray analysis identified ethanol activation of the Notch signaling pathway target genes Hes1 and Hey1. A reporter plasmid regulated by the Hes1 proximal promoter was activated by alcohol treatment in C2C12 cells. Treatment of differentiating C2C12 cells with a gamma secretase inhibitor (GSI) abrogated induction of Hes1. On a morphological level GSI treatment completely rescued myogenic fusion defects and partially restored other myotube parameters in response to alcohol. We conclude that alcohol inhibits C2C12 myoblast differentiation and the inhibition of myogenic fusion is mediated by Notch pathway activation.

## Introduction

Forty to sixty percent of chronic alcoholics suffer from weakness and locomotor difficulty [1], [2] caused by muscle damage [3] that is proportional to the duration and dose of their alcohol exposure [4]. Several mechanisms have been implicated in alcohol-induced myopathy including vitamin deficiency [5], [6], metabolic products of ethanol metabolism [7], and nutritional factors [8]. Because alcoholic myopathy is found in nutritionally intact individuals [1], alcohol is considered to have a direct myopathic effect. Alcohol has been found to affect muscle cells through multiple mechanisms including apoptosis [9], impaired protein synthesis [10] and kinase pathway activation [11]. Since alcohol can impair hepatocyte [12] and astrocyte [13] precursor cell differentiation we reasoned that alcohol may also contribute to muscle disease by inhibiting skeletal muscle repair through effects on the differentiation of myoblasts to myotubes.

The resident population of muscle stem cells, called satellite cells, repairs damaged muscle by differentiating into myoblasts that proliferate, differentiate, and fuse with existing myotubes [14]. Ethanol has been reported to inhibit rat primary skeletal myoblast proliferation and to delay differentiation [15]; however, the full effects of alcohol on the reparative myoblast are poorly understood. The C2C12 cell line was derived from activated murine satellite cells [16], and it is recognized as a cell model of myoblast to myotube differentiation that recapitulates transcription factor-regulated differentiation [16],[17]. An advantage of C2C12 cells in myoblast differentiation studies is the ability to synchronize the onset of differentiation with the conversion from growth medium to differentiation medium. Here, we sought to test our hypothesis that alcohol inhibits myoblast differentiation by studying its effects on C2C12 cell differentiation.

Transcriptional regulators that promote or inhibit myotube formation regulate skeletal myoblast differentiation. Positive regulators of myoblast differentiation include the basic helix-loop-helix (bHLH) muscle regulatory factors (MRF), MyoD and myogenin that are capable of activating the transcription of skeletal muscle genes [18], [19]. MyoD controls the commitment of precursor cells to the myoblast lineage, while myogenin regulates the differentiation of myoblasts to myotubes [18]. By comparison, the Notch signaling pathway inhibits myoblast differentiation [17] and promotes the less differentiated myoblast state [20] through multiple mechanisms, including expression of bHLH proteins that have transcriptional repression effects [17], [19]. The highly conserved canonical Notch signaling pathway is activated by an interaction between the Notch receptor and a ligand-bearing cell, causing gamma-secretase-mediated release of the Notch Intracellular Domain (NICD). NICD translocates to the nucleus where it interacts with the DNA binding protein CBF/RBP-Jk, thereby activating target gene transcription [17], [21]. The NICD-CBF transcriptional complex activates several target genes, including the hairy enhancer of split (Hes) family of transcriptional repressors, that negatively regulate tissue-specific transcription factors [22]. Expression of Hes1 and Hey1 transcripts identifies myoblasts activated by the Notch signaling pathway [23], [24].

In this study, we sought to define the cellular and transcriptional effects of alcohol on differentiating C2C12 myoblasts. We recognized that quantifying the effects of a small molecule on the size, shape and other properties of cells that stain positively for the myotube marker Troponin T (TnT) and counterstained for the nuclear stain DAPI is labor intensive, “low throughput”, and limited by investigator fatigue [25]. While anchorage-independent myoblast differentiation has been demonstrated [26], we did not favor automated flow assisted analysis of myotube properties because the asymmetric shape of myotubes is dependent on attachment to a tissue culture surface. Here, we demonstrate a method for systematic image recording of each well of a 96-well tissue culture dish coupled with computer-based image analysis capable of measuring the size and nuclear features of more than one thousand myotubes per well. Using this approach we demonstrate significant reductions in myotube size and complexity caused by alcohol treatment that are associated with both reduced MRF levels and increased expression of Notch pathway genes. We functionally confirm activation of the Notch signaling pathway by ethanol during C2C12 differentiation using a genetic reporter assay. Finally, we demonstrate that gamma-secretase inhibitor (GSI) treatment abrogates the effects of alcohol on myogenic fusion and modestly improves the morphology of myotubes which form from C2C12 myoblasts differentiating in the presence of ethanol.

## Materials and Methods

### Materials and Reagents

Ethanol was produced by PHARMCO-AAPER (Brookfield, CT). Rapamycin and L-685, 458 were purchased from Sigma (St. Louis, MO). Anti-mouse monoclonal Troponin T (TnT) antibody was obtained from the Hybridoma Bank (University of Iowa; Iowa City, IA). Taqman gene expression assays were purchased from Applied Biosystems (Foster City, CA). The pHes1-luc-tr firefly luciferase reporter plasmid contains a 350 bp fragment of the Hes1 promoter which is activated by NICD binding. The pCMV-Ren is a vector containing the renilla luciferase gene under a CMV promoter (Promega; Madison WI).

### Cell Culture, Transfection and Luciferase Assays

C2C12 mouse myoblasts (kindly provided by Dr Edgar Haber, Harvard University, Boston MA) were maintained at 37°C with 5% CO_2_ in growth medium (GM): DMEM-High Glucose medium containing 20% FBS and 1% penicillin-streptomycin (P/S) (Invitrogen; Grand Island, NY). Once cells reached 70% confluence, the medium was replaced with differentiation medium (DM): DMEM-High Glucose medium containing 2% horse serum and 1% P/S. The medium was changed daily during the course of differentiation. It was unnecessary to perform tests for mycoplasmal contamination. For plasmid transfection experiments C2C12 cells in GM were plated at a density of 10,000 cells/200 ul/well in 96-well plates. The following day the cells were transfected with 1 µg of DNA per well using Lipofectamine LTX and PLUS reagents (Promega; Madison, WI) and 24 h after transfection the medium was replaced with DM +/− ethanol. 24 h later the cells were harvested; firefly and renilla luciferase activity was measured. For each transfected well the firefly luciferase activity was first normalized to the renilla activity and treated cells were then normalized to control treated cells.

### C2C12 Differentiation Assay

C2C12 myoblasts differentiated in 96 well plates were fixed with 1% paraformaldehyde (Fisher; Pittsburgh, PA) (in PBS (Invitrogen)) and then permeabilized and blocked with 2% FBS (Invitrogen), 2% BSA (Fisher) and 0.2% Nonidet P40 (Fisher). Cells were probed with anti-TnT antibody (1∶200) followed by FITC-anti-mouse antibody (Invitrogen) (1∶1000) and then treated with DAPI (Fisher) in Glyercol (Fisher) and PBS. The stained cells were examined using the ImageXpress (Micro) (Molecular Devices Corporation), an inverted microscope imaging system to record thirty-six non-overlapping images from each well using a digital CCD camera at 10X magnification. Image analysis was performed using the MetaXpress Count Nuclei and Cell Scoring Application Module programs that was custom adapted to assess myoblast differentiation (method and program available upon request). The modified journal outlined the cell (region) based on FITC staining (TnT) and the region was overlayed onto images of the corresponding DAPI nuclear stain. DAPI staining nuclei that passed a pre-determined size cutoff and present within the outline of FITC staining were considered to represent myotube nuclei. The following myotube parameters were measured: area, perimeter, length, breadth, and number and area of myotube nuclei.

### Quantitative RT-PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen; Valencia, CA), and cDNA was synthesized from 2 µg total RNA using random hexamers and the SuperScript III Reverse Transcriptase kit (Invitrogen). qPCR was performed on an ABI 7900 HT Fast Real Time PCR System using inventoried Taqman mouse primer/probes. Relative transcript abundances were determined by the standard curve method and normalized to Beta Actin and treated cells were normalized to control treated cells.

### Microarray Gene Expression Profiling

C2C12 cells seeded on 10 cm^2^ dishes in GM were treated with DM +/−100 mM ethanol until they reached 70% confluence. RNA was isolated using the RNeasy mini-kit (Qiagen), and RNA quality was assessed using the Agilent Bioanalyzer. The Yale Center for Genome Analysis performed transcript profiling on Illumina Mouse Ref8v2.0 microarrays (San Diego, CA). Raw expression values were processed by the Tufts Center for Neuroscience Research using Genome Studio. Basic quality control metrics were assessed as previously described [27]. Using R and the analysis package *lumi,* w*e* performed robust spline normalization (rsn), which is optimized to take advantage of the relatively high number of technical replicates randomly arrayed within each Illumina array [27], [28]. All normalized genes reported as present were passed to further analysis. Probes that changed with ethanol ±1.22 fold relative to controls with a p-value of ≤0.05 were considered significant and used for further analysis with Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems; Redwood City, CA); pathways were considered highly relevant with a p-value ≤0.05 determined by Fisher’s Exact test. GENE-E software (Broad Institute; Cambridge, MA) was used to construct a heatmap of common genes differentially expressed between control and ethanol on all days; both arrays and genes were clustered using Spearman’s rank correlation coefficient and the colors in the heatmap are presented using the relative function which converts the expression values to heat map colors using the mean and maximum values for each row. The array data are available through the Gene Expression Omnibus accession number GSE46492.

### Statistical Analysis

All results are expressed as the mean ± standard error of the mean (SEM). Significance was determined by t-test or one-way ANOVA with Tukey test for multiple comparisons or two-way ANOVA followed by correction with either Bonferroni or multiple testing (FDR = 0.05) using Prism 5.0 software (GraphPad Software; LaJolla, CA) and MS Excel. A p value ≤0.05 was considered significant and indicated in graphs.

## Results

### A High-content and High-throughput Analysis of C2C12 Myoblast Differentiation

The ImageXpress (Micro) system was used to record 36 non-overlapping images from each well of a 96-well plate on channels that record FITC (myotubes staining for the TnT sarcomere protein) and DAPI (nuclei) signals. These studies produced 3,456 images per 96-well plate per channel. Digital superimposition of the FITC and the DAPI images allowed for computer-based identification of all TnT positive staining cells (myotubes) and the determination of which nuclei are present within a myotube (Figure 1A). Manual review of the images was performed to confirm accurate computer identification of myotubes (r^2^ = 0.9901, 95% CI: 0.9875–0.9980, p<0.001, m = 0.871). TnT-positive myotubes were initially found after 3 days of differentiation in DM; the number of myotubes increased significantly from days 3 to 7 (Figure S1A). A cellular analysis program was then used to measure myotube length, breadth, perimeter, area, nuclei number, and other features. In control treated C2C12 cultures myotube length, breadth, perimeter, area and nuclear number significantly increased from day 3 to day 7 of differentiation (Figure S1B–S1F). To evaluate whether the imaging system could identify the effects of a small molecule inhibitor of myoblast differentiation, we treated differentiating C2C12 cells with rapamycin, a known inhibitor of myoblast differentiation [29], [30]. Rapamycin treated C2C12 cells produced myotubes that had a significantly reduced length (Figure 1B), breadth (Figure 1C) and area, perimeter and fewer nuclei compared to myotubes that formed in control medium (Table 1). These studies demonstrate that our high-content imaging system capable of measuring thousands of myotubes from a 96-well plate can confirm the inhibitory effects of rapamycin.

**Figure 1:**
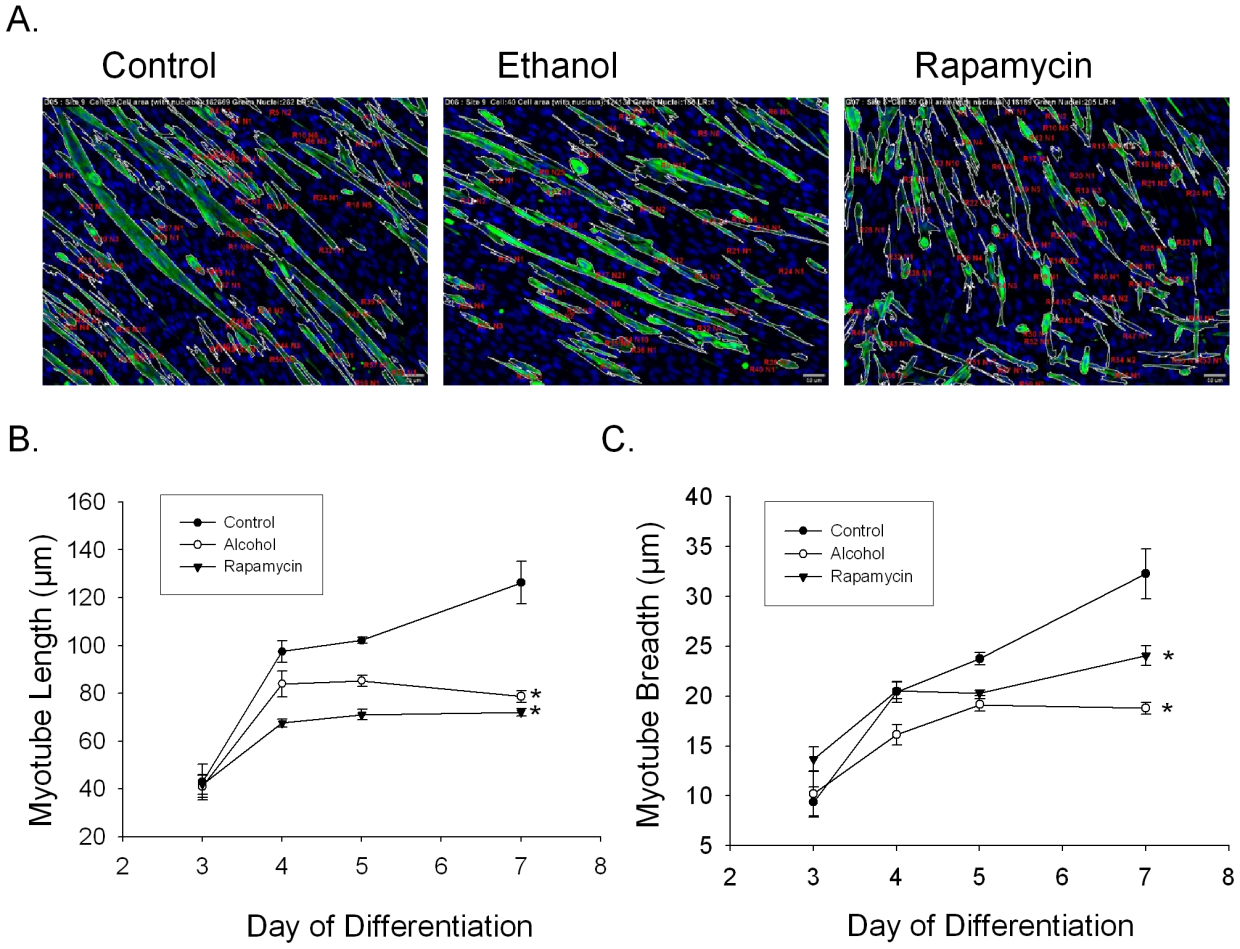
High Content Analysis of C2C12 differentiation. (A) Representative images of C2C12 cells differentiated for 7 days in control medium, medium containing ethanol (100 mM) or medium containing Rapamycin (100 nM). Myotubes are shown as identified and outlined by the image analysis system. (B) The mean ± SEM length (µm) and (C) breadth (µm) of C2C12 TnT staining myotubes between days 3 and 7 of differentiation. *p≤0.05 versus Control at day 7 (n = 3–15 independent replicates).

**Table 1:** Comparison of C2C12 Myotube (TnT+) and non-myotube (TnT-) effects of alcohol.

Parameter	Vehicle Mean (SD)	Ethanol Mean (SD, *p*)	Rapamycin Mean (SD, *p*)
Length/Myotube (µm)	178 (11.3)	147 (13, *3.45E-14*)	117 (6.86, *1.35E-23*)
Breadth/Myotube (µm)	46.2 (5.3)	32.1 (2.33, *2.19E-12*)	30.0 (3.29, *2.95E-15*)
Area/Myotube (µm^2^)	4612 (982)	2405 (360, *3.35E-12*)	1586 (318, 1.93E-14)
Perimeter/Myotube (µm)	772 (111)	473 (59.7, *2.60E-15*)	405 (58.0, *3.69E-16*)
Nuclear area/TnT- Cell (µm^2^)	140 (7.37)	164 (8.81, *9.91E-16*)	169 (9.78, *1.78E-13*)
Cellular Integrated Intensity/Myotube (IIU)*	3550397 (555916)	2491590 (219876, *3.89E-10*)	1291084 (213302, 5.46E-18)
Myogenic Fusion Index (MFI)	14.9 (1.26)	13.5 (2.12, *6.99E-03*)	12.5 (2.03, *3.50E-05*)
Nuclei/Myotube	6 (1)	4 (1, *1.69E-13*)	3 (1, *2.16E-16*)
Myonuclear area (µm^2^)	133 (3.77)	140 (3.25, *1.99E-11*)	140 (3.42, 2.72E-08)

Mean (SD) from 24 independent experiments are shown.

### Ethanol Inhibits Myotube Formation

We next used our imaging system to determine whether alcohol affects C2C12 cell differentiation. Myotubes that formed over 7 days in differentiation medium supplemented with 100 mM ethanol, a high dose of alcohol that has been reported in humans [31] and found to affect calcium handling in cultured primary myoblasts [32], had significantly reduced length (Figure 1B) and breadth (Figure 1C) compared with control treated cells. After 7 days the alcohol treated cells were not significantly different from rapamycin treated cells.

Compared to control conditions, alcohol treated cells were significantly smaller as evidenced by a reduction in perimeter from 772 (SD = 111) µm in control medium to 473 (SD = 59.7) µm in ethanol, a reduction in length from 178 (SD = 11.3) µm to 147 (SD = 13) µm, a decrease in breadth from 46.2 (SD = 5.3) µm in control medium to 32.1 (SD = 2.33) µm with ethanol, and in area from 4612 (SD = 982) µm^2^ to 2405 (SD = 360) µm^2^ (Table 1). Further, C2C12 cells treated with 100 mM ethanol demonstrated a reduction in the number of nuclei per myotube from 6 (SD = 1) in control medium to 3 (SD = 1) in ethanol (Table 1). These results show that a high dose of ethanol impedes the differentiation of C2C12 myoblasts into myotubes.

Significant reductions in the Myogenic Fusion Index (MFI) were observed in alcohol treated cells compared with controls (Table 1) indicating the development of fewer fully differentiated myotubes. Further, the cellular integrated intensity, which is a measure of per myotube abundance of Troponin T, was also significantly reduced in alcohol treated cells compared with controls (Table 1). Collectively, alcohol treated cells were smaller with reduced myogenic fusion and Troponin T expression indicative of a defect in myoblast to myotube differentiation.

### Ethanol Inhibits MyoD and Myogenin Expression

Given our observation of smaller myotubes, we considered whether alcohol affected expression of the MRF transcription factors MyoD and myogenin that regulate C2C12 cell differentiation [33]. We wanted to only consider the levels of MRFs that contribute to myotube formation therefore we measured MRF levels using qRT-PCR upon induction of differentiation prior to when significant numbers of myotubes are visible. In control cells not treated with alcohol we observed an ∼50% decrease in MyoD expression and a robust increase in myogenin expression upon induction of differentiation (data not shown), as has been previously reported in C2C12 cells [33], [34]. Next we asked whether alcohol affected the expression of MyoD and myogenin by measuring their transcription during myoblast differentiation to myotubes. MyoD transcript levels were significantly lower in C2C12 cultures treated with DM supplemented with ethanol compared to control DM in each of three days of differentiation (Fig. 2A). Myogenin transcript levels were lower in ethanol treated cells compared with control DM for the first two days of differentiation (Fig. 2B) and increased slightly on day 3. These findings demonstrate that impaired myoblast to myotube differentiation by high dose ethanol correlates with reduced MyoD and myogenin transcript levels before the initial appearance of myotubes.

**Figure 2:**
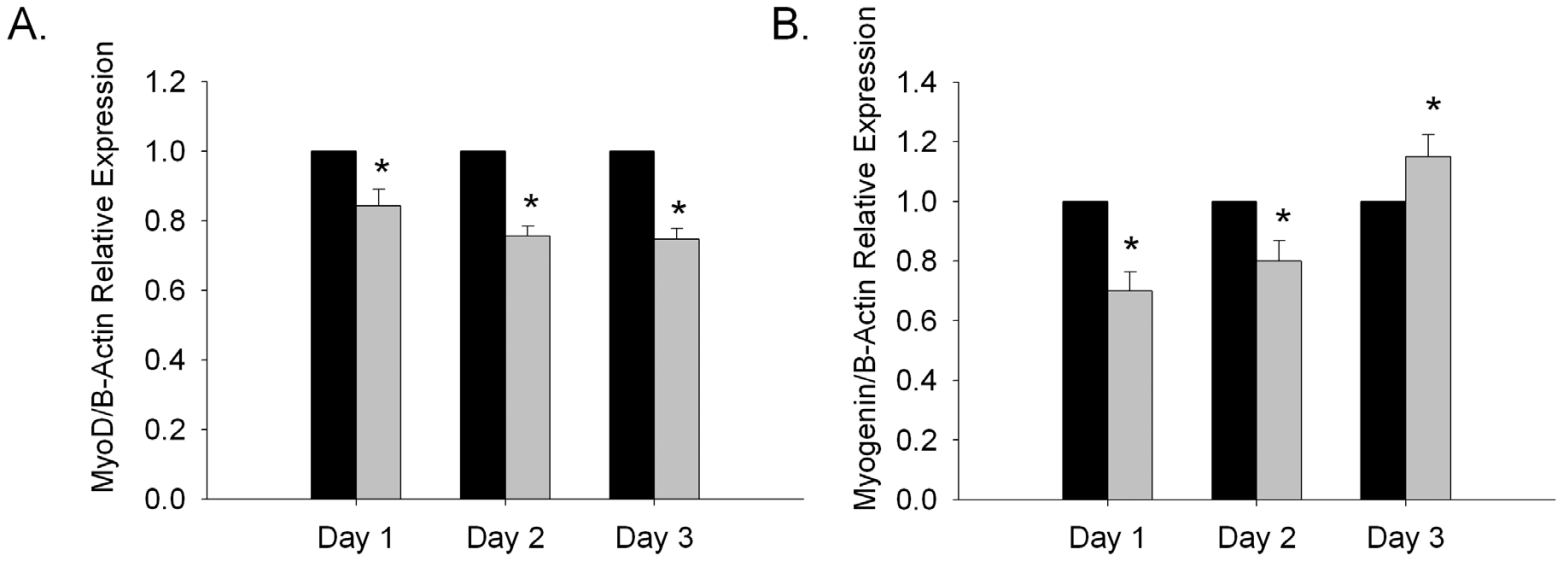
Ethanol down-regulates MyoD and Myogenin during C2C12 differentiation. C2C12 cells were induced to differentiate in DM +/−100 mM ethanol for 3 days. (A) MyoD and (B) myogenin mRNA levels were measured by qRT-PCR every 24 hours; transcript levels were quantified using the standard curve method and normalized to B-Actin. Black bars represent control medium treated cultures and grey bars represent cultures treated with medium containing alcohol. Mean ± SEM expression relative to non-alcohol control for each day are shown. *p≤0.05 versus control (n = 9 independent replicates).

### Transcriptional Profiling Identifies Activation of the Notch Pathway by Ethanol during Myoblast Differentiation

To determine whether alcohol affects additional pathways responsible for differentiation we performed gene expression profiling on RNA isolated from C2C12 cells on each of three days following the onset of differentiation in ethanol or control DM. 

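C2C12 cells are mouse myoblasts that leave the cell cycle and fuse into myotubes once growth medium is replaced with low-serum DM. RNA of 24 samples was profiled on Illumina Mouse Ref8v2.0 arrays, 1 array per sample: 4 at time zero, 4 control and 4 ethanol (100 mM) samples on day 1, and 3 of each on day 2 and on day 3. The samples of a group carry replicate numbers. The legend of Fig. 3 gives 3 independent replicates for the comparison of arrays with qRT-PCR, and neither it nor the sample records say whether the arrays of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The array methods and the sample records differ on whether DM was given until or from a given confluence, and on whether TRIzol preceded the RNeasy columns. The authors summarized the arrays in Genome Studio and normalized them with the robust spline method of lumi, and the deposited values are normalized intensities. After normalization the median intensity lay between 62.3 and 62.4 on every array, so a difference in total mRNA between groups cannot be read from these values. Intensities were taken to log2. Background peaked at an intensity of 36.7, and a probe was tested where it exceeded 56.5 on every array of at least 1 group, which left 13784 probes for 9344 genes. limma was fitted to all 24 arrays with 1 mean per group, p-values were adjusted over all tested probes by the Benjamini-Hochberg method, and a probe counted as changed at an adjusted p under 0.05. A gene with several probes is given by its brightest probe. Each array correlated with the rest of its group at 0.980 to 0.995. Replicate 3 of the day 2 ethanol group lay farthest from its group, with a residual SD of 0.299 on the log2 scale, followed by replicate 3 of the day 1 control group (0.242). The number of arrays limits the precision of the comparisons.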

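During 3 days in control DM, Myl1, a myosin light chain of skeletal muscle, rose from background on all 4 time-zero arrays to at least 5.45-fold higher on day 1, 23.7-fold on day 2 and 60.2-fold on day 3, taken against the background limit. Tnnt1, the slow skeletal troponin T, rose from an intensity of 121 ± 29.5 (mean ± SD, n = 4) at time zero to 1572 ± 136 (n = 3) on day 2 and 4166 ± 195 (n = 3) on day 3. Acta1 and Ttn, which encode skeletal α-actin and titin, rose by 4.39 (standard error 0.155) and 4.05 (0.162) on the log2 scale by day 3. Id1, Id2 and Id3 encode proteins that bind and block myogenic basic helix-loop-helix factors, and all 3 fell on day 1 (log2 fold change −2.51, −2.69 and −2.42). The matrix proteoglycan decorin (Dcn) rose by 3.08 on day 1 and by 6.49 on day 3, and the matrix genes Spon2 (3.27) and Mmp10 (2.95) were also among the largest rises of day 1. The detoxification genes Gsta2 (−2.25, −3.69 and −4.06 on days 1, 2 and 3) and Nqo1 (−3.34 and −3.86 on days 2 and 3) fell. Gsta1 reached background on days 2 and 3, at least 27.1-fold lower than at time zero. Fgf7, a fibroblast growth factor, fell by 3.99 by day 3. The transporter gene Slco4a1 was at background then, at least 20.0-fold lower. Of the genes the paper follows, Myod1, a master regulator of the myogenic program, fell from 412 ± 28.2 to 146 ± 18.9 on day 1 (adjusted p = 3.0e-07) and was 314 ± 40.3 on day 3, which was not past the test (0.064). Msc, the gene of MyoR, rose by 1.06, 1.54 and 1.90 on days 1, 2 and 3, Hes1 by 0.54, 0.55 and 0.77, Atf3 by 0.81, 1.27 and 1.78, Mgp by 1.38, 1.46 and 0.76, and Cxcr4 by 0.56, 1.40 and 2.11. Hey1 fell on days 1 and 2 (−0.57 and −0.42) and rose by 0.34 on day 3, a call that ended without day 3 control replicate 1 (adjusted p = 0.0964). The day 2 call ended with scaling to reference genes (adjusted p = 0.258). Bmp4 was at background on all 4 time-zero arrays and was at least 1.35-fold higher on day 2 and 1.58-fold on day 3. The myogenin transcript Myog was near background (68.3 ± 22.7 at time zero and 84.8 ± 20.2 on day 3) and passed the test on no day in its brightest probe. Its other probe, at background on 3 of 4 time-zero arrays, was at 79.8 ± 2.04 on control day 3 and past the test. In limma, 3533 probes changed from time zero to control day 1 (1769 higher, 1764 lower), 5710 to day 2 (2862 and 2848) and 6504 to day 3 (3208 and 3296). These 3 comparisons share the time-zero arrays. With each array scaled to the reference genes, 1418 were higher and 974 lower on day 1, 3936 and 1282 on day 2, and 3040 and 2498 on day 3.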

We also analyzed the C2C12 cell transcription profile immediately prior to differentiation (time zero). IPA pathway analysis of the 3,583 transcripts significantly altered over the three-day period (Table S1) identified the Notch pathway as being significantly activated by ethanol (p = 0.004) (Table 2). In addition, the calcium signaling and the CXCR4 signaling pathways were significantly affected by ethanol during differentiation (p≤0.05). 

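In ethanol, Ccn2, which encodes a secreted matrix-associated growth regulator, was higher than in control DM on each day, with an intensity of 8050 ± 541 against 4626 ± 514 (mean ± SD, n = 4 and 4) on day 1 and log2 fold changes of 0.80, 0.74 and 0.89 on days 1, 2 and 3. Myl1 was lower on days 1 and 2 (−0.67 and −1.19, standard errors 0.110 and 0.128), and the fast troponin gene Tnni2 on days 2 and 3 (−1.06 and −0.73). By day 3 the secreted lipase inhibitor gene Angptl4 reached 2066 ± 190 against 701 ± 25.6 (log2 fold change 1.56, adjusted p = 2.1e-08). The transcription factor gene Osr2 reached 832 ± 65.2 against 259 ± 2.89 (1.68, adjusted p = 0.0061), and Prl2c3, a gene of the proliferin family, was lower by 1.16 (n = 3 and 3). Of 27 tested sarcomere genes, 1 fell on day 1, 5 on day 2 (Myl1, Tnni2, Tnnt1, Tnnt3 and Actc1) and 2 on day 3 (Tnni2 and Actn3), and none rose. Adjusted over the list alone, 4, 7 and 6 were lower and 0, 1 and 1 higher. As a set these genes were lower on days 1 and 2 (camera, adjusted p = 0.015 and 0.0012; 0.043 and 0.012 with the correlation between genes estimated) and not past the test on day 3 (0.21), when the median member was at 0.02 and the mean at −0.06. The day 1 call ended when the probes of a gene were averaged (0.058). Of 59 tested cell-cycle genes, 0, 7 and 2 fell on days 1, 2 and 3 and none rose, with 53, 46 and 52 below 0. Adjusted over the list alone, 0, 14 and 8 were lower and 1 was higher, on day 2. At an unadjusted p under 0.05 in limma, 16 were lower and 0 higher on day 1. The largest of these changes included Kif22 and Kif11, which encode mitotic kinesins (−0.61 and −0.65 on day 2), and Uhrf1, which acts in DNA replication (−0.53 on day 3). Single arrays ended the calls of Tnnt3 (day 2 control replicate 1 or 2, ethanol replicate 3), Kif11 (day 2 control replicate 1), Tnni2 on day 3 (control replicate 2 or 3, ethanol replicate 1 or 3), Actn3 (any day 3 array but ethanol replicate 2) and Uhrf1 (day 3 control replicate 1 or 2), with highest adjusted p of 0.107, 0.0556, 0.104, 0.0768 and 0.0755. The cell-cycle set was lower on each day (adjusted p = 9.6e-09, 2.7e-05 and 1.2e-09; 0.0013, 0.0078 and 8.9e-04 with the correlation estimated). In limma 33 probes changed on day 1 (24 higher, 9 lower), 512 on day 2 (239 and 273) and 145 on day 3 (83 and 62), or 625 on any day, with median absolute log2 fold changes of 0.55, 0.62 and 0.68. At an unadjusted p under 0.05 the counts were 1352, 2986 and 1734. At the thresholds the paper gives, an unadjusted p of at most 0.05 and at least 1.22-fold, 913, 2663 and 1493 probes passed, 4313 on any day. On any day 6114 passed without a filter, and 2365 by the test named in the methods of the paper in place of limma. With only the arrays of the compared groups in the fit, the counts were 5, 0 and 17. With scaling to the reference genes 47, 148 and 47 were higher and 0, 45 and 9 lower, and the day 1 call of Myl1 ended. The day 1 count was 8 to 20 with any 1 of its 8 arrays left out. The day 2 count was 71 without control replicate 1, 128 without control replicate 2, 949 without control replicate 3, 879 without ethanol replicate 1 and 214 without ethanol replicate 3. The day 3 count fell by over 1.5 times without control replicate 1 (72), control replicate 2 (65), control replicate 3 (85) and ethanol replicate 3 (91).

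**Figure D1:**
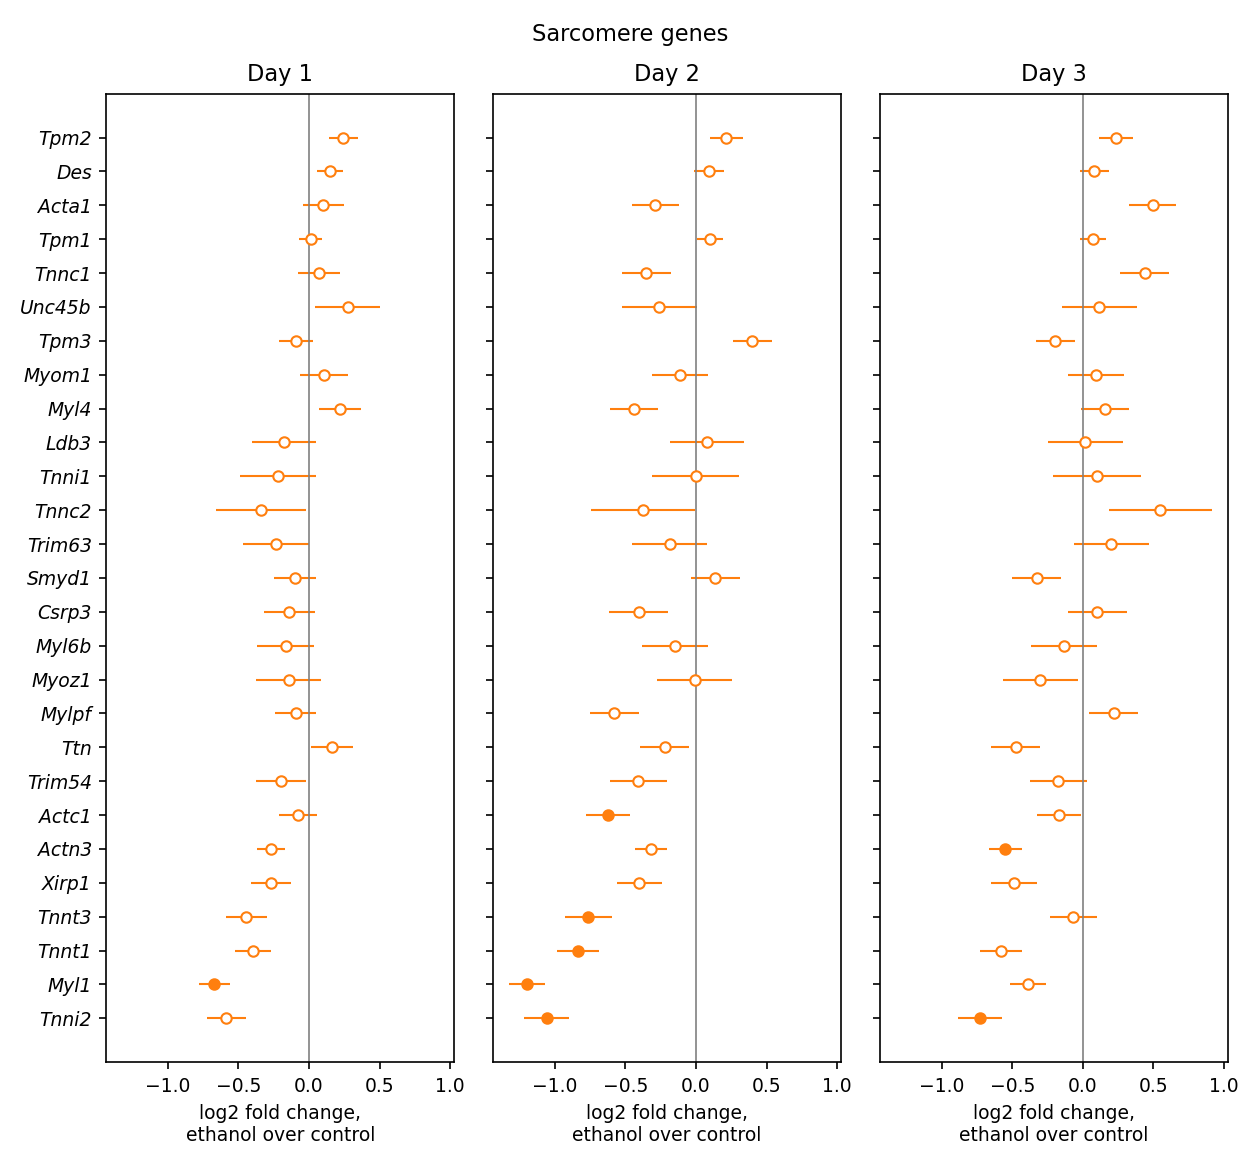
Log2 fold change in ethanol over control DM of each tested sarcomere gene on days 1, 2 and 3. Bars are standard errors; filled points passed the test at an adjusted p under 0.05.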

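Among Notch genes, a few targets passed the test in ethanol. A list of 28 tested pathway genes, made of receptors, ligands, processing enzymes and regulators, held no gene past the test on any day, either over all probes or over the list alone. At an unadjusted p under 0.05 in limma, 0 passed on day 1. On day 2, 3 were higher (Notch3, Dtx3 and Furin) and 3 lower (Dtx2, Snw1 and Neurl1a), and on day 3, 2 were higher (Numbl and Hdac1) and 3 lower (Notch1, Aph1a and Mib1). As a set this list was not past the test for a common shift up or down on any day (camera, adjusted p = 0.79, 0.23 and 0.51). Transcript levels of these genes do not measure cleavage of the receptor, the step by which the paper describes activation. Notch1, a receptor of the pathway, was at 230 ± 32.5 against 321 ± 33.2 on day 3 (mean ± SD, n = 3 and 3; adjusted p = 0.20). Of 14 tested Notch target genes, Hes1 was higher on day 1, Hes1 and Hey1 on day 2, and Hes1, Msc and Bmp4 on day 3. Hes6, whose product antagonizes Hes1, was lower on day 2 (−0.63, standard error 0.142), while its other 2 probes had the opposite sign and its call ended without control replicate 1 or 2 or ethanol replicate 3 (highest adjusted p = 0.0824). With adjustment over the list alone, 3 were higher on day 1, 8 higher and 3 lower on day 2, and 5 higher and 1 lower on day 3. The target set was higher on each day (adjusted p = 0.0046, 0.0080 and 0.0043; 0.023, 0.031 and 0.023 with the correlation between genes estimated), and the day 2 call ended without ethanol replicate 2 (0.063). The list holds Hes1, Hey1, Msc and Bmp4, which the paper names from these samples, so the set is not independent evidence. For Hes1 and Hey1 the paper also cites earlier work as markers of Notch-activated myoblasts. Without these 4, the other 10 genes were not past the test (0.850, 0.736 and 0.878, with medians of −0.01, 0.00 and −0.02), a test chosen after the set results were seen. Among these 10 were Ccnd1, Gata2, Hes6, Id1, Id2, Id3, Myc and Notch3. That test leaves out Hes1 and Hey1, so it does not bear on them. The paper reaches Notch by IPA, testing the transcripts altered over the 3 days against canonical pathways with Fisher's exact test (Table 2). The Notch, calcium and CXCR4 lists used here were written by hand and are not those gene sets, and the 28 pathway genes leave out Hes1 and Hey1. The paper then turns to the effectors Hes1, Hey1, MyoR and BMP4, and concludes that ethanol treatment was associated with activation of the pathway. Its later evidence is qRT-PCR of independent samples, a Hes1 promoter reporter and a gamma-secretase inhibitor, which were not analyzed here.

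**Figure D2:**
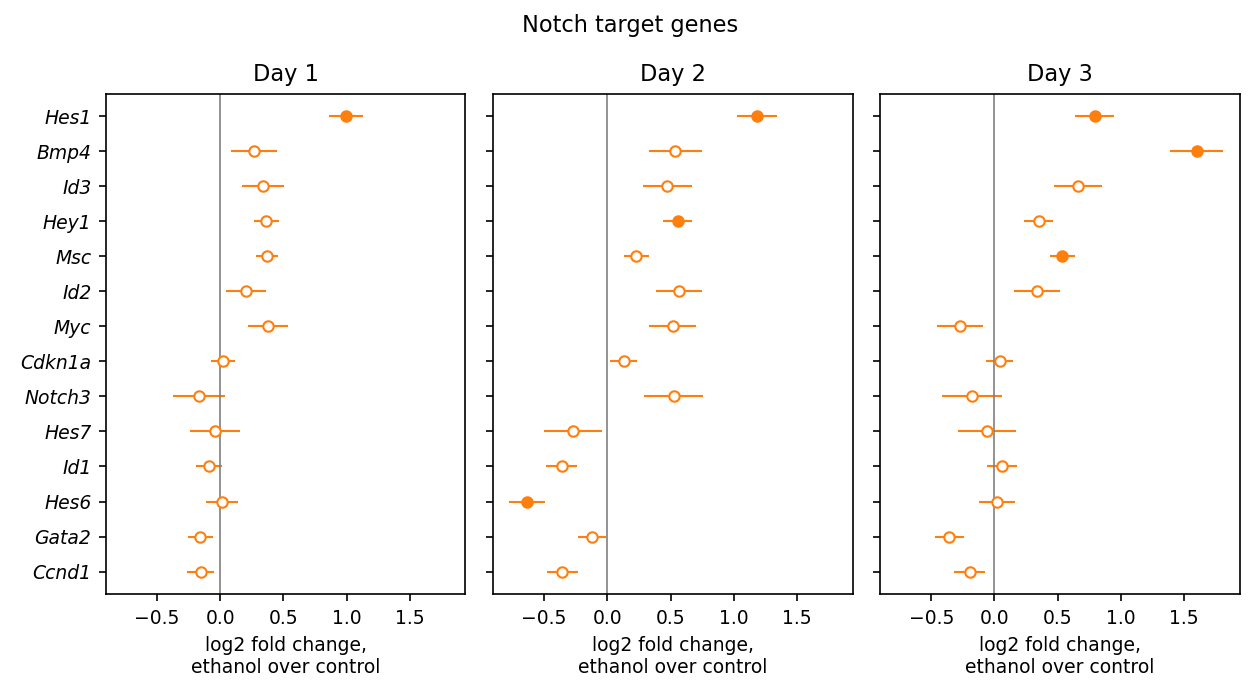
Log2 fold change in ethanol over control DM of each tested Notch target gene on days 1, 2 and 3. Bars are standard errors; filled points passed the test at an adjusted p under 0.05.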

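Cacng1, which encodes the γ subunit of the skeletal muscle calcium channel, was lower in ethanol on days 2 and 3 (log2 fold change −0.55 and −0.79, standard error 0.142 for both), with 489 ± 125 against 827 ± 77.8 (mean ± SD, n = 3 and 3) on day 3. On day 2 the calcium pump gene Atp2a1 (−0.74, adjusted p = 0.012) and Chrng, the fetal acetylcholine receptor subunit (−0.54, 0.011), were also lower, and Calr, which encodes the calcium-binding chaperone calreticulin, was higher at 3339 ± 1700 against 1313 ± 257 (1.25, 0.0044). These were the only genes past the test among 37 tested calcium-handling genes, none of which passed on day 1. Adjusted over the list alone, 1 was lower on day 1, 1 higher and 4 lower on day 2, and 4 lower on day 3. By limma at an unadjusted p under 0.05, 2 were lower and 0 higher on day 1. As a set the list was not past the test for a common shift up or down on any day (camera, adjusted p = 0.506, 0.506 and 0.104). The day 2 calls of Atp2a1, Cacng1 and Chrng ended without control replicate 1 or 2, those of Atp2a1 and Cacng1 also without ethanol replicate 3, and that of Cacng1 without ethanol replicate 2 (highest adjusted p = 0.0674, 0.153 and 0.0556). The set was past the test on day 3 without ethanol replicate 3 (0.0169). Of 39 tested genes of CXCR4 signaling, Egr1 was higher on day 1 (0.42, standard error 0.0857, adjusted p = 0.047), and Egr1, the adenylate cyclase gene Adcy7 and the phosphoinositide 3-kinase subunit gene Pik3r1 on day 2 (0.53, 0.56 and 0.65). None passed on day 3, when 2 were higher and 1 lower at an unadjusted p under 0.05 in limma. Leaving out any day 1 array ended the day 1 call of Egr1 (highest adjusted p = 0.186), day 2 control replicate 1 or ethanol replicate 3 those of Adcy7 and Pik3r1, and control replicate 2 or ethanol replicate 2 also that of Pik3r1 (0.169 and 0.177). Over the list alone, 1 was higher and 1 lower on day 1, 6 higher and 1 lower on day 2, and 0 on day 3. The set was higher on day 2 (adjusted p = 4.5e-04; 0.0019 with the correlation estimated), with 26 of 39 genes above 0 and a median of 0.17, and not past the test on days 1 and 3 (0.40 and 0.51). Cxcr4 itself, the receptor, was not past the adjusted test on any day, with log2 fold changes of 0.39, 0.52 and 0.48 on days 1, 2 and 3. On day 2 it was at 586 ± 140 against 400 ± 11.4 (adjusted p = 0.069). It passed the thresholds of the paper on each day, and every ethanol array exceeded every control array of its day.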

The relative expression levels of a subset of 46 common differentially expressed genes across all samples and days are represented in a heatmap (Fig. 3A). 

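The transcripts past the test on all 3 days were those of Hes1, Egr2, Mgp, Nrep, Scara3 and Ccn2, all higher in ethanol, and of Prl2c4 and Asns, both lower. Egr2, a growth-factor-induced transcription factor, was 1.32 higher on the log2 scale on day 3 (638 ± 8.39 against 256 ± 30.1, mean ± SD, n = 3 and 3) after 0.60 and 0.90 on days 1 and 2, and Nrep, a regulator of cell motility, was 0.44, 0.68 and 0.91 higher. Scara3, a scavenger receptor gene, was 0.76 and 1.23 higher on days 2 and 3. Its day 1 control arrays were all at background. Prl2c4, a proliferin gene, was lower by log2 fold changes of −0.49, −0.81 and −1.39, and Asns, which encodes asparagine synthetase, by −0.38, −0.60 and −0.62 in the probe that passed on all 3 days. In limma 8 probes passed on all 3 days (6 higher, 2 lower), where 0.0025 and 8.0e-04 would be shared by chance if the days were independent. Leaving out 1 array gave 3 to 13 probes, 13 of them without replicate 3 of day 2 ethanol. No probe passed on all 3 days with only the arrays of the compared groups in the fit, and 3, all higher, passed without a filter and with a replicate block. On day 1, the calls of Scara3 and Prl2c4 ended without any 1 of the 8 arrays, that of Egr2 without any but control replicate 1, that of Nrep without any but ethanol replicate 1 and that of Asns without any but control replicate 2 (highest adjusted p = 0.186, 0.180, 0.149, 0.149 and 0.155). Scaling to the reference genes ended the day 1 calls of Prl2c4 and Asns. The day 2 call of Scara3 ended without control replicate 1 or 2 or ethanol replicate 2 (0.102). At the thresholds of the paper 76 probes passed on all 3 days (36 higher, 40 lower; 2.34 and 2.38 by chance). All 9 probes lower on day 1 were also lower on day 2 past the test, and of the 24 higher on day 1, 9 were so on day 2 and 7 on day 3. Days 2 and 3 shared 21 higher and 24 lower probes, where 1.44 and 1.23 would be shared by chance.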

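Across the 76 probes that passed on all 3 days at the thresholds of the paper, average-linkage clustering on Spearman correlations first split day 1 from days 2 and 3, and then split days 2 and 3 by ethanol. Its 3 clusters were day 1, control of days 2 and 3, and ethanol of days 2 and 3, and its 6 clusters were the 6 groups. The 76 probes were chosen for a difference between ethanol and control on every day, as were the 8 below, so a split by ethanol was built into both. With all 13784 tested probes, 1 array of the day 2 ethanol group stood alone, and the other arrays again split into day 1 and days 2 and 3. Up to 6 clusters of all probes did not part ethanol from control: in the 6, 1 cluster held 3 control and 4 ethanol arrays of day 1, and another held 1 control and 2 ethanol arrays of day 2 with 3 control and 2 ethanol arrays of day 3. With the 8 probes past the adjusted test on all 3 days, day 2 ethanol joined day 3, and day 2 control joined day 1. The correlation of a day 2 array with the day 1 arrays of its own treatment minus that with the day 3 arrays of its own treatment had a mean of −0.012 (SD 0.010, n = 6 arrays) over the 76 probes and of −0.0020 (SD 0.0028) over all probes, and 1 of the 6 arrays was closer to day 1 in each case. Over the 8 probes it was −0.053 (SD 0.088), with 2 of the 6 closer to day 1. Against the day 1 and day 3 arrays of both treatments, 3, 2 and 3 of the 6 were closer to day 1 over all probes, the 76 and the 8, all of them control arrays, a comparison added after the values were seen. Between group means in control DM, the Euclidean distance was 36.3 from day 1 to day 2, 33.6 from day 2 to day 3 and 49.1 from day 1 to day 3. Between ethanol and control it was 21.7 on day 1, 34.7 on day 2 and 28.0 on day 3. Spread between arrays adds to such distances, more so in smaller groups and on day 2, which holds the farthest array. The order of these distances was not tested.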

Hierarchical clustering accurately grouped the treatment groups together based upon transcriptional profile with the Day 3 profiles being most markedly different from Days 1 and 2. The Notch effectors Hes1 and Hey1 were among those genes that scored as differentially expressed. 

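Hes1, a transcriptional repressor induced by Notch, was higher in ethanol on every day: 1929 ± 63.0 against 971 ± 99.6 on day 1 (mean ± SD, n = 4 and 4), 2232 ± 346 against 976 ± 79.2 on day 2 and 2000 ± 540 against 1136 ± 165 on day 3 (n = 3 and 3). Its log2 fold changes were 1.00, 1.18 and 0.79 (standard errors 0.135, 0.156 and 0.156; adjusted p = 0.0016, 5.5e-04 and 0.010 in limma), and every ethanol array exceeded every control array of its day. Hey1, a related repressor of the same family, was at 361 ± 26.5 against 245 ± 3.28 on day 2 (log2 fold change 0.56, standard error 0.114, adjusted p = 0.012). It did not pass the test on day 1 (287 ± 40.1 against 222 ± 19.4, adjusted p = 0.154) or day 3 (529 ± 17.0 against 416 ± 51.3, adjusted p = 0.166), where its log2 fold changes were 0.36 and 0.35, so a difference between days was not shown. The day 3 minus day 1 difference was −0.01 (adjusted p = 0.992). The day 3 call of Hes1 ended without control replicate 2, control replicate 3 or ethanol replicate 3 (highest adjusted p = 0.0768) and the day 2 call of Hey1 without control replicate 1 (0.0599). With only the arrays of the compared groups in the fit, Hes1 on days 2 and 3 and Hey1 on day 2 were not past the test (0.27, 0.24 and 0.285).

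**Figure D3:**
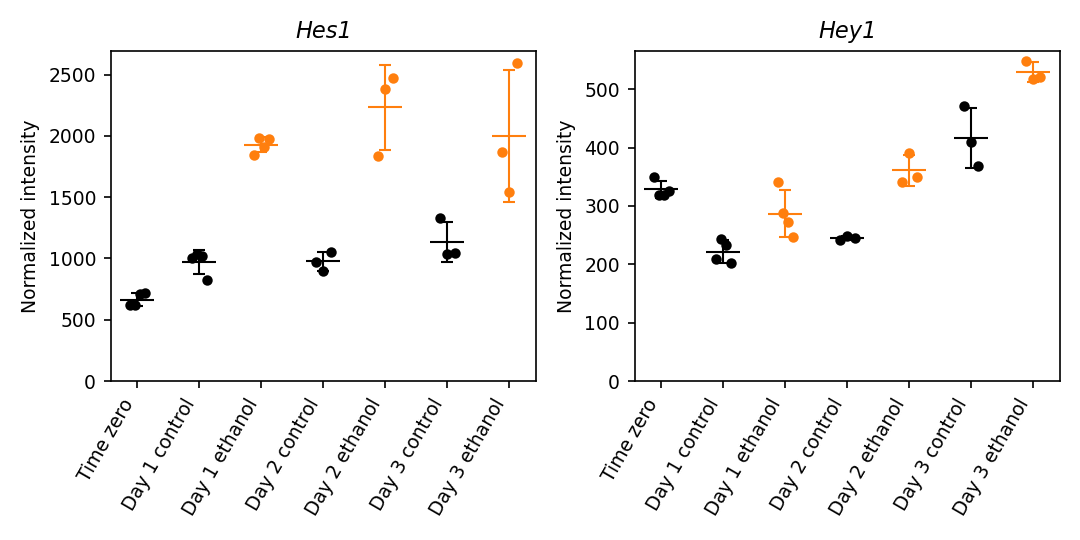
Normalized intensity of Hes1 and Hey1 on each array, with the mean and SD of each group, at time zero and in control DM (black) and in ethanol (orange).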

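Bmp4, a secreted ligand that turns myoblasts toward the osteoblast lineage, was 3.03-fold higher in ethanol on day 3 (272 ± 38.1 against 89.6 ± 10.7, mean ± SD, n = 3 and 3; log2 fold change 1.60, standard error 0.209, adjusted p = 1.7e-04), with every ethanol array above every control array. Msc, which encodes the MyoD antagonist MyoR, was higher on day 3 (2953 ± 348 against 2029 ± 59.1; 0.53, standard error 0.0994, adjusted p = 0.0064). Neither passed the test on days 1 and 2. Bmp4 was at 66.6 ± 19.1 against 53.7 ± 6.22 on day 1, with 3 control arrays and 1 ethanol array at background, and at 112 ± 20.6 against 77.0 ± 13.9 on day 2 (adjusted p = 0.69 and 0.14). Msc was at 1471 ± 77.3 against 1139 ± 90.6 and at 1853 ± 153 against 1579 ± 27.6 (0.077 and 0.19). The day 3 minus day 1 difference of the ethanol effect was 1.34 for Bmp4 and 0.16 for Msc (adjusted p = 0.115 and 0.805), so neither effect was shown to differ between these days. The day 3 call of Msc ended with only the arrays of the compared groups in the fit (0.217), and its day 1 value passed with limma-trend and with array weights (lowest adjusted p = 0.0201).

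**Figure D4:**
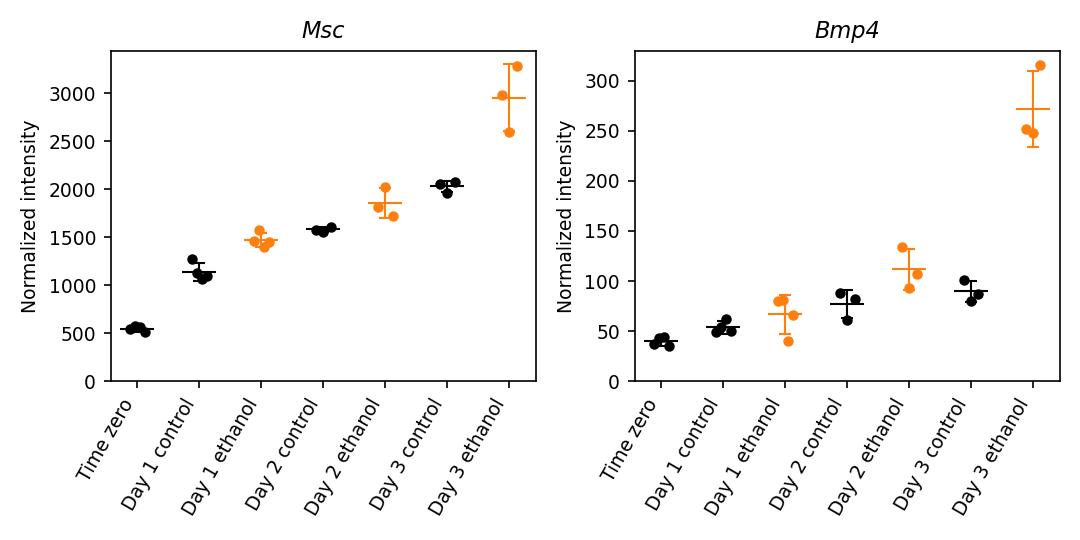
Normalized intensity of Msc and Bmp4 on each array, with the mean and SD of each group, at time zero and in control DM (black) and in ethanol (orange).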

Additional Notch effectors, MyoR and BMP4 were significantly up-regulated on two of the three days of differentiation (1.29≤ fold-change ≤3.03; 1.75E-06≤p≤0.02). 

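Mgp, which encodes matrix Gla protein, an inhibitor of calcification, was higher in ethanol on each day: 6934 ± 576 against 4606 ± 195 on day 1 (mean ± SD, n = 4 and 4), 7605 ± 359 against 4876 ± 428 on day 2 and 7744 ± 339 against 3011 ± 278 on day 3 (n = 3 and 3). Its log2 fold changes were 0.59, 0.64 and 1.37 (standard errors 0.0857, 0.0990 and 0.0990; adjusted p = 0.0034, 0.0014 and 2.1e-08 in limma). Atf3, a stress-induced transcription factor, was higher on day 2 (477 ± 120 against 303 ± 55.1, log2 fold change 0.64, standard error 0.146, adjusted p = 0.019). It did not pass the test on day 1 (321 ± 13.8 against 218 ± 20.2, 0.56, adjusted p = 0.067) or day 3 (533 ± 57.1 against 425 ± 16.8, 0.32, adjusted p = 0.36). The day 2 call of Atf3 ended without control replicate 3 or ethanol replicate 3 (highest adjusted p = 0.091), and its day 1 value passed under 4 alternatives (lowest adjusted p = 0.0058). The day 1 and day 2 calls of Mgp ended with only the arrays of the compared groups in the fit. These are the array values of the comparison with qRT-PCR, and no qRT-PCR values were analyzed.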

We found very good correlation of the ethanol-induced fold-differences in transcript level of microarray and by qPCR results for four genes (Atf3, Mgp, Hes1, Hey1; r = 0.6, Fig. 3B), validating the array findings. In summary, pathway analysis of gene expression profiling data identified activation of the Notch pathway associated with ethanol treatment during C2C12 differentiation.

**Figure 3:**
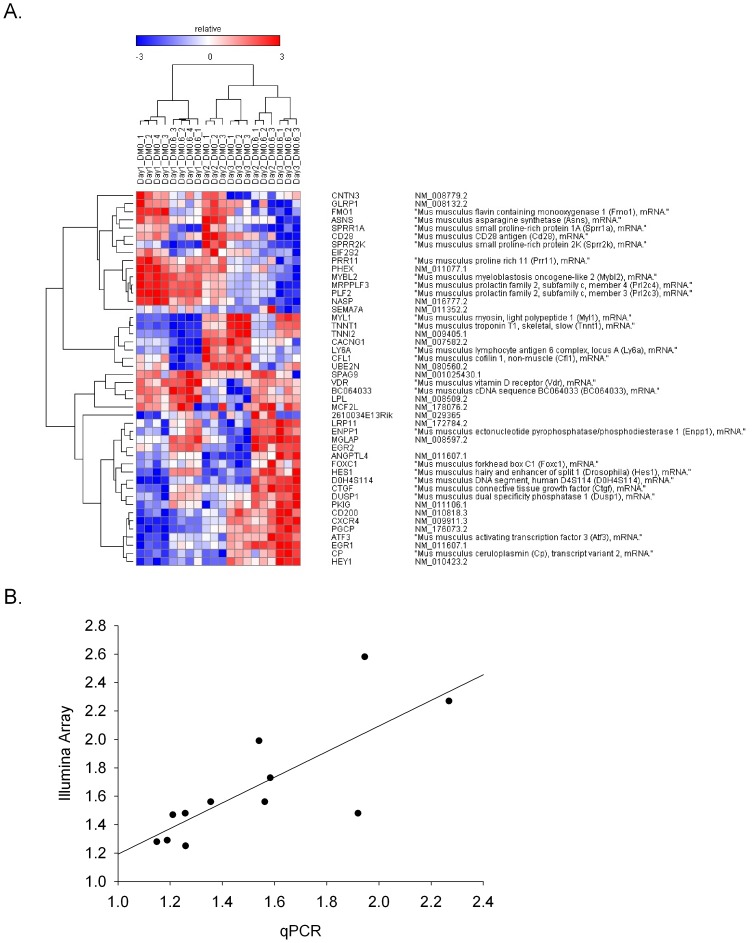
Expression profile of ethanol effects on differentiating C2C12 Cells. (A) RNA isolated from C2C12 cells induced to differentiate in control or ethanol (100 mM) containing DM for 1-day (n = 4 in each group), 2-days (n = 3 in each group) days and 3-days (n = 3 in each group) was hybridized to microarrays. Ingenuity pathway analysis was used to rank differentially expressed genes (fold-change = ±1.22). This analysis identified 46 genes that were differentially expressed between ethanol treated and control cells on all days of differentiation. Displayed genes are clustered using Spearman’s rank correlation coefficient. (B) Microarray log2 fold differences correlate with qRT-PCR log10 fold differences. Log ratios from the microarray were compared with qRT-PCR for 4 genes showing ≥1.22 fold-change (p≤0.05) on the microarray relative to control (Atf3, Hes1, Hey1 and Mgp). Correlation analysis yielded r = 0.6 (n = 3 independent replicates).

**Table 2:** Canonical Pathways Activated by Alcohol Exposure.

Name	p-value	Ratio
Calcium Signaling	1.25E-03	4/207 (0.012)
Role of Tissue Factor in Cancer	2.98E-03	3/114 (0.026)
Notch Signaling	4.35E-03	2/43 (0.047)
Semaphorin Signaling in Neurons	8.02E-03	2/52 (0.038)
CXCR4 Signaling	8.37E-03	3/169 (0.018)

### Notch Target Genes are Activated by Ethanol during C2C12 Differentiation

Analyzing independent samples we confirmed significant up-regulation of Hes1 in differentiating C2C12 cells by ethanol compared to control DM over three days of differentiation (Fig. 4A). The Hey1 transcript was increased on all days of differentiation (Fig. 4B). To further evaluate Notch-dependent effects of alcohol we tested whether alcohol activated a luciferase reporter plasmid regulated by the Hes1 proximal promoter containing the well-characterized CSL-Notch-ICD binding sites [35] in C2C12 cells. We found that ethanol significantly activated the proximal Hes1 promoter. (Fig. 4C). These results functionally confirm ethanol activation of the Notch pathway during C2C12 differentiation, with a magnitude that is similar to ethanol’s induction of transcription of Notch target genes, Hes1 and Hey1.

**Figure 4:**
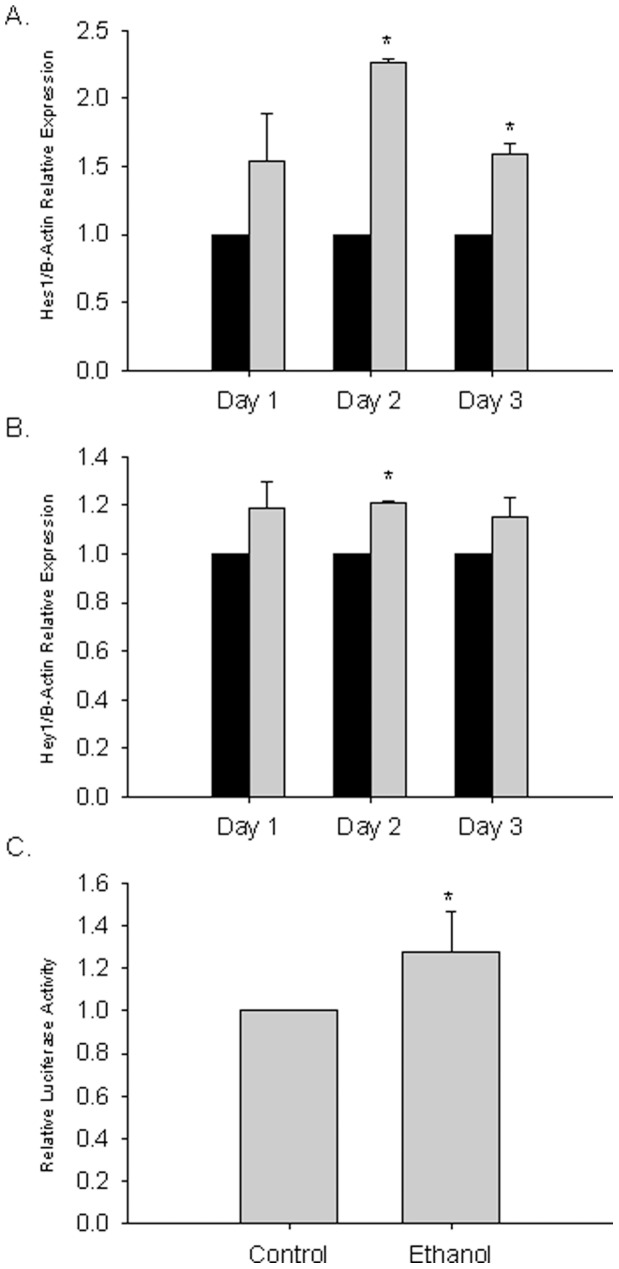
Ethanol activates the Notch signaling pathway. (A) Hes1 and (B) Hey1 mRNA levels measured by qRT-PCR in C2C12 cells induced to differentiate for 2 days in control (black bars) or DM containing 100 mM (shaded bars) ethanol. Mean ± SEM expression normalized to B-Actin relative to untreated controls is shown (asterisk indicates Student’s t-test p≤0.05 (n = 3 independent replicates). (C) C2C12 cells were transiently transfected with pHes1-luc-tr in GM followed by treatment for 1 day in control or DM containing 100 mM ethanol. The firefly luciferase activity was normalized to renilla luciferase for each sample, and the mean ± SEM relative luciferase activity relative to untreated controls from three independent experiments is shown (asterisk indicates Student’s t-test *p*≤0.05).

### GSI Treatment Blocks Alcohol Activation of Hes1 in C2C12 Cells

To confirm that the increase in endogenous Hes1 expression by ethanol was mediated via the Notch pathway we differentiated C2C12 cells in the presence of ethanol and the GSI L-685,458. L-685, 458 prevents the final cleavage of the Notch receptor and therefore the release of the intracellular domain [36]. The effect of L-685, 458 on Hes-1 levels caused a decrease of ∼ 50% compared to controls (Fig. 5). This would be expected if low level endogenous Notch signaling is blocked. While alcohol significantly increased Hes1 expression, the addition of L-685,458 abolished this effect (Fig. 5A) to levels seen with L-685, 458 in control conditions which confirms that induction of Hes-1 by alcohol is mediated via activation of Notch signaling. Because overexpression of the Notch-ICD in C2C12 cells has been demonstrated to decrease MyoD expression [23] we next asked whether GSI treatment also blocked the observed effects of alcohol on MyoD expression. GSI treatment alone mildly increased levels of MyoD. Although MyoD levels increased in the presence of GSI and alcohol, MyoD levels remained significantly reduced in GSI and alcohol treated cells compared with GSI treatment alone (Fig. 5B). These findings are consistent with alcohol activating Notch-dependent transcription of Hes1 and reducing MyoD transcript levels partly through a Notch–dependent mechanism.

**Figure 5:**
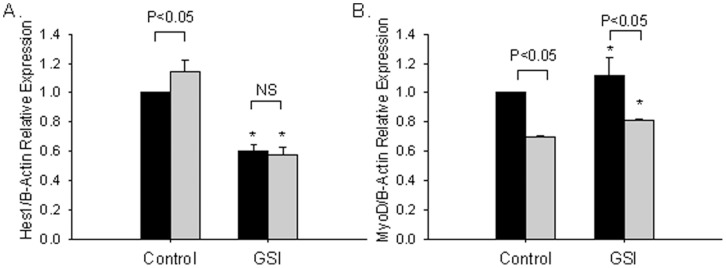
GSI treatment blocks alcohol-dependent Hes1 activation. C2C12 cells were induced to differentiate for 2 days in control, DM containing either 100 mM ethanol, 1 uM L-685, 458 or both. Mean ± SEM (A) Hes1 (n = 4 independent replicates) and (B) MyoD (n = 2 independent replicates) mRNA transcript levels measured by qRT-PCR relative to untreated controls is shown. Black bars represent control medium treated cultures and grey bars represent cultures treated with medium containing alcohol. GSI treatment significantly reduced Hes1 expression in both control cells and cells exposed to alcohol. Induction of Hes1 by alcohol administration in the absence of GSI treatment was not observed in the presence of L-685, 458 consistent with activation of the Notch pathway by alcohol. L-685, 458 treatment mildly increased MyoD expression with a partial reversal of alcohol mediated repression. Asterisk indicates Student’s t-test *p*≤0.05 and NS indicates non-significant.

### GSI Treatment Improves C2C12 Differentiation and Partially Restores Ethanol-dependent Effects

Finally we tested whether GSI treatment improved the cellular effects of alcohol on myoblast differentiation. C2C12 cells were treated with DM supplemented with vehicle, alcohol, the GSI L-685, 458, or alcohol and L-685, 458. Compared to vehicle alone, GSI treatment significantly increased the number of TnT+ cells and the MFI. Next, we analyzed the effect of GSI on alcohol-dependent effects by a two-way ANOVA to determine whether a statistically significant interaction could be found between the alcohol and GSI treatments. The presence of a significant interaction would support that a biological effect of alcohol is in part mediated by activation of the Notch pathway. We observed a significant interaction between alcohol and L-685, 458 for myogenic fusion index (MFI) with the GSI completely restoring this property (p<0.001, Fig. 6A). We also observed a significant interaction between alcohol and L-685, 458 for number of myotubes (p<0.0001, Fig. 6B), myotube breadth (p<0.0001, Fig. 6C), and area (p = 0.03, Fig. 6D) consistent with some of alcohol’s effects resulting from a Notch-dependent mechanism. The interaction between GSI and ethanol was non-significant for numbers of undifferentiated cells (p>0.05, Fig. 6E) suggesting that the pool of differentiation committed cells is increased in the dually treated cells due to blockage of endogenous Notch signaling by GSI and also by Notch-independent mechanisms. Since GSI treatment did not restore myotube parameters to control levels or to levels seen with GSI treatment alone this suggests that in addition to Notch dependent effects there are also significant Notch-independent effects of alcohol that are responsible for alcohol effects on myoblast differentiation.

**Figure 6:**
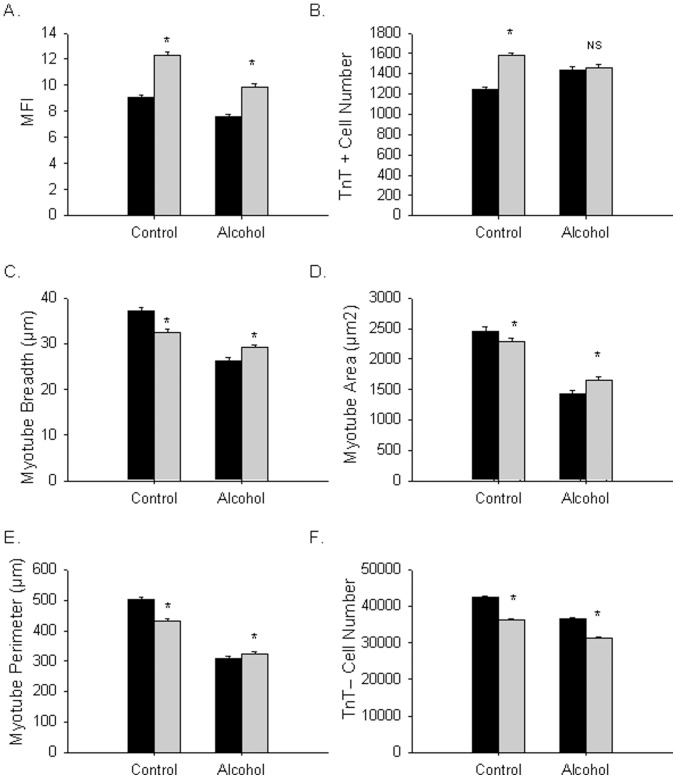
GSI treatment restores ethanol effects on myogenic fusion and partially restores morphology of C2C12 myotubes. C2C12 cells were induced to differentiate for 7 days in control, DM containing 100 mM ethanol, 1 uM L-685, 458 or both. Mean ± SEM values for (A) myogenic fusion index (MFI), (B) Number of myotubes, (C) breadth (µm), (D) area (µm^2^), (E) perimeter (µm), and (F) number of undifferentiated cells are shown. A statistical interaction was observed between ethanol and GSI for MFI, myotube number, myotube breadth, myotube perimeter and area two-way ANOVA (P<0.001 for interaction). The interaction was non-significant for number of undifferentiated cells. Black bars are cells without GSI treatment and shaded bars are cells with GSI treatment. Significant differences between control and ethanol were found both with and without GSI (asterisk indicates ANOVA *p*≤0.05 compared with non-alcohol treated control) (n = 24 independent replicates).

## Discussion

We measured differences in the cellular and transcriptional profiles of C2C12 myoblasts undergoing differentiation in the presence of control or ethanol-containing medium. To provide greater power to detect changes in myoblast differentiation caused by ethanol, we developed a high-content immunocytochemistry screen. Our imaging approach, which captures over 50% of the surface of each well contained within a 96-well tissue culture plate followed by computer-aided myotube measurement, was designed to address the weaknesses of many immunocytochemistry screens of adherent myoblasts, principally, analysis of a small portion of the available cell culture surface and measurement of a limited number of cell phenotypes. Our high-content screen successfully identified previously observed [29], rapamycin-induced reductions in cellular size and nuclear content. Strikingly, our studies also demonstrate significant defects in myoblast differentiation caused by alcohol administered at the onset of differentiation. Gariga et al. previously demonstrated that alcohol reduces primary rat myoblast proliferation and delays differentiation when administered to undifferentiated cells [15]. We identify reductions in multiple myotube parameters, including reduced MFI and integrated intensity of Troponin T staining, without time-dependent improvements in the myotubes, consistent with a defect in differentiation. The differences in myotube parameters are preceded by significant reductions in MyoD and myogenin expression during the first 48-hours of differentiation, suggesting that rapid effects on transcriptional regulators of myoblast differentiation may be at least partly responsible for the abnormal myotube phenotypes caused by alcohol. Our study demonstrates that high dose alcohol may cause myopathy, at least in part, by damaging the ability of differentiating muscle precursor stem cells to repair damaged myocytes.

Ligand activation of the Notch pathway triggers release of the Notch-ICD that translocates to the nucleus where among many effects causes up-regulation of Hes1 [23]. Ethanol has also been shown to enhance CBF-1/RBP-Jk promoter activity in human umbilical vein endothelial cells [37] and to decrease activity in vascular smooth muscle cells [38]. Here, we demonstrate that alcohol activates Hes1 expression in C2C12 cells in a manner sensitive to a GSI, and alcohol also modestly activated the proximal Hes1 promoter regulated by CBF/RBP-Jk binding sites. While the transcriptional differences in Hes1 and Hey1 in the first 48-hours of differentiation were modest our finding that GSI treatment interacted statistically with alcohol treatment and restored myogenic fusion is consistent with alcohol modulating myoblast differentiation in part through the Notch pathway. Since significant myotube defects remained in alcohol treated cells in the presence of GSI treatment we acknowledge that alcohol does not inhibit myoblast differentiation solely through a Notch–dependent mechanism, rather our pathway analysis and our inhibitor studies are consistent with both Notch-dependent and –independent effects of alcohol.

Activation of the Notch pathway has been known to inhibit myoblast differentiation for over a decade [39], however, the precise mechanism of this effect remains uncertain. Hes1 expression is regulated by the Notch pathway. However, Hes1 expression is not always increased when the Notch pathway inhibits myoblast differentiation and Hes1 overexpression does not inhibit C2C12 cell differentiation [40]. Nofziger et al. demonstrated that ligand induced Notch activation can occur independently of CBF1 and is sufficient to block C2C12 myoblast differentiation [41]. By comparison, overexpression of Hey1 is sufficient to inhibit MyoD-induced muscle cell differentiation [42] and C2C12 cell differentiation; however, Hey1 is not necessary for the Notch pathway to inhibit myotube formation [17], suggesting that additional Notch regulated genes are involved. Indeed, Notch inhibits C2C12 cell differentiation through multiple pathways including the transcription factor MyoR [17], which our microarray analysis found to be up-regulated in C2C12 cells treated with ethanol. Our analysis also demonstrated up-regulation of BMP4, which has been demonstrated to inhibit C2C12 cell differentiation in a manner sensitive to GSI treatment or expression of a dominant negative version of CSL [36]. In addition to Notch, significant differences in the calcium signaling pathway were induced by ethanol treatment during C2C12 differentiation. Acute ethanol treatment alters calcium handling in primary myocytes [32], and alterations in calcium handling have been reported to inhibit myogenin and Myosin Heavy Chain gene expression and myotube formation [43]. Taken together our microarray study is consistent with ethanol causing activation of multiple Notch target genes as well as Notch-independent pathways that collectively inhibit C2C12 cell differentiation.

We acknowledge that the concentration of alcohol used in our studies is higher than generally recorded in alcoholics, however, even higher blood alcohol levels have been found in humans [44] and while we refreshed the culture medium daily our cell culture system inherently allowed for loss of alcohol through evaporation. We further acknowledge that small molecule inhibitors can have off-target effects, however the GSI used in this study has been described to be a specific and potent inhibitor of gamma secretase [45], suggesting that reductions of Hes1 expression and improvements in myogenic fusion index caused by L-685,458 treatment are consistent with effects on the Notch pathway. Taken together we show that inhibition of C2C12 myoblast differentiation by alcohol correlates with activation of the Notch signaling pathway and reduced MRF expression. Recently, clinical studies have identified well tolerated GSI compounds [46], raising consideration whether GSI treatment could be considered for clinical investigation of alcohol-induced myopathies. Our studies suggest that further investigation is warranted to assess whether GSI treatment has potential to partially improve muscle function in patients suffering from alcohol-associated muscle disease.

## Supporting Information

Figure S1 **C2C12 Cell Differentiation is Ongoing at 7 days.** C2C12 cells were differentiated as previously described. The mean ± SEM of (A) myotube number, (B) myotube nuclei, (C) myotube length, (D) myotube breadth, (E) myotube perimeter, (F) myotube area in TnT staining C2C12 myotubes between days 3 and 7 of differentiation. *p≤0.05 versus Day 3 (n = 3–15).
(PDF)

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

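RNA from C2C12 cells was profiled on 24 Illumina Mouse Ref8v2.0 arrays in 7 groups: time zero (4 arrays), control DM and DM with 100 mM ethanol on day 1 (4 each), on day 2 (3 each) and on day 3 (3 each). Each sample was assigned to its group from its own label. The authors summarized the arrays in Genome Studio and normalized them with robust spline normalization in lumi. The deposited values are normalized intensity on a linear scale, from 1.01 to 50388. Sorted values of the 24 arrays spanned 0.189% at the median rank and 0.822% at the 99th percentile of ranks, and no 2 columns were identical. Pairs of arrays of a group differed by a median SD of 0.288 on the log2 scale (0.267 to 0.475), and other pairs by 0.486. The table of values before normalization was not used, because its 24 sample columns and 24 detection p columns carry names that match no sample label. A planned background correction of that table and its scaling alternatives were therefore not possible.

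Intensities were taken to log2 with no offset, a choice made after the fold changes of Table S1 were seen to equal ratios of geometric means and before any count was made. Background was set at the peak of the density of low intensities (36.7) plus the 95th percentile of the distances below it, 56.5. A probe was tested where it exceeded this on every array of at least 1 group, which left 13784 probes, 12982 of them with a gene symbol, for 9344 genes, 2537 of which had several tested probes. Symbols came from the platform annotation (23978 probes with 1 symbol, 1719 with none), of which 23962 matched a mouse gene table by Entrez identifier. Each array had a median intensity of 62.3 to 62.4, and 13859 to 13880 probes above background. In data with planted changes of 1 on the log2 scale in 200 probes, the ethanol comparisons recovered 92%, 83% and 85.5% on days 1, 2 and 3. They recovered 60%, 49% and 37.5% of changes of 0.6 and 0% of changes of 0.3. Recovery depends on how many probes change, so these shares hold for that setting alone. In the data every probe called for ethanol changed at least 1.22-fold. Between time zero and control day 1, 3379 of 3533 called probes did so, and the rest changed less.

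Linear models with 1 mean per group were fitted to all 24 arrays in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were ethanol against control on each day, control on each day against time zero, and the differences of the ethanol effect between days. Each difference between days was tested in the model itself. Values per group are mean ± SD of intensities, and fold changes are ratios of geometric means. A group with all arrays at background was set to the background limit and its fold given as a lower bound. Ratios to Actb within an array were compared by exact permutation. Clustering used Spearman correlation and average linkage. Figures were drawn with matplotlib 3.10.9, and tables handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

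Genes were also taken in 24 lists (924 entries, 813 on the array, 621 tested): Notch pathway, Notch targets, myogenic regulators, sarcomere, fusion, calcium handling, CXCR4 signaling, cell cycle, amino-acid stress, unfolded protein response, immediate early genes, BMP and osteogenic genes, adipocyte, matrix and fibroblast, smooth muscle, reserve cells and quiescence, sterol synthesis, ethanol metabolism, oxidative stress, p53 and apoptosis, interferon, glycolysis, oxidative phosphorylation and reference genes. The lists were written by hand, and Notch targets hold the 4 effectors the paper names. For each list the genes past the test, and those past it when adjusted over the list alone, were counted. Of these lists 8 were tested as sets with camera (correlation between genes set at 0.01, or estimated) and fry. So were the 300 genes that rose most and the 300 that fell most from time zero in control DM. These rising and falling genes were chosen on control day 3, but for the test of ethanol day 3 on control day 2. The 30 p-values were adjusted together.

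Named genes were chosen by a rule set before the data were examined, with the values in the tables of the paper already seen: the genes the paper names; for each ethanol day the 10 largest rises and 10 largest falls past the test with non-overlapping groups; up to 4 members of each list with the smallest adjusted p; 5 rises and 5 falls for each control day against time zero; up to 10 probes changed on all 3 days; and the 5 largest differences each way between days 3 and 1. Other genes named in the text were chosen after their values were seen.

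Alternatives were no filter and a stricter filter on dim probes (99th percentile, 62.0; 12873 probes), only the arrays of the compared groups, limma-trend with robust eBayes, array weights, a replicate block, the mean of the probes of a gene, the unadjusted threshold of the paper, the t-test of the methods on log2 values and on intensities, and leaving out each array in turn. Offsets of 16 and 50, scaling to reference genes and leaving out the 2 arrays farthest from their groups were added after values were seen, the Notch targets without the 4 genes the paper names after the set results were seen, and the comparison of day 2 arrays with arrays of both treatments after the clustering was seen. The copy of Table S1 at hand holds fewer transcripts than the paper counts, so no overlap with it was tested, and qRT-PCR, protein and reporter data were not analyzed.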

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

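In this part, the sorting of assignments by whether they keep or swap the real split of a day was chosen after the result was seen.

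Few probes passed the test for a difference in the ethanol effect between days, which does not show that few differ. For day 3 minus 1, 3 minus 2 and 2 minus 1, the test recovered 73%, 61.5% and 65.5% of planted differences of 1 on the log2 scale, 11.5%, 4.5% and 10% of those of 0.6 and 0.5%, 0% and 0% of those of 0.3. The unadjusted counts below are each over 5% of the 13784 tested probes. From day 1 to day 3, 5 probes passed the interaction test (1076 at an unadjusted p under 0.05): the effect grew for Angptl4 by 1.15 on the log2 scale (standard error 0.147, adjusted p = 0.0013; 0.41, 0.89 and 1.56 on days 1, 2 and 3) and for Mgp by 0.78 (adjusted p = 0.025), and it differed by −0.90 for Adssl1 and by −0.90 for Prl2c4. Cntn3 also passed, at 81.3 in day 3 ethanol with all 3 day 3 control arrays at background, so no size is given for it. In the 14 fits that leave out 1 array of days 1 and 3, the call was lost in 0 for Angptl4, 9 for Mgp, 11 for Cntn3, 12 for Adssl1 and 11 for Prl2c4 (highest adjusted p = 0.133). Between days 2 and 3 the count was 3 (Cntn3, Ahdc1 and Zfp516; 1899 unadjusted), and between days 1 and 2 it was 1 (Tor1b, 0.77; 1883 unadjusted). Of 100 assignments of the arrays to control and ethanol within days, the real one included, 9, 16 and 19 gave a count as large for these 3 differences, so chance is not excluded. The highest other counts were 75, 572 and 53. Of the assignments other than the real one, 8, 10 and 7 of those as large kept or swapped the real split of at least 1 day, which carries the ethanol effect of that day into the difference. The rest gave 0, 5 and 11 as large, with highest counts of 3, 18 and 53.

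Control DM differed from time zero in 3533, 5710 and 6504 probes on days 1, 2 and 3, data the paper profiled and whose transcripts it does not report. For each of these 1 of 35 splits, the real one, gave a count as large. This is the smallest share that 35 splits can give, and it argues against a chance split of these arrays. The highest other counts were 1, 3241 and 3986.

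Within groups of 4 arrays, 10 of 240 groups of values examined (4.17%) held an array far from the others. Chance gives about 1 in 20 groups. The ratio is the gap to the nearest other array over the range of the group. In day 1 ethanol, Angptl4 was at 1358 in replicate 3 against 1193 to 1213 in the others (ratio 0.884), Lipe at 84.3 in replicate 3 against 59.2 to 62.6 (0.864), Cyc1 at 3515 in replicate 2 against 3729 to 3772 (0.831), and Six4 at 57.5 in replicate 2 against 72.4 to 74.2 (0.893). In day 1 control, Fen1 was at 3297 in replicate 3 against 2759 to 2801 (0.922), Insig1 at 565 in replicate 3 against 762 to 787 (0.884), Sec61b at 2232 in replicate 3 against 2910 to 3029 (0.851), Hes1 at 823 in replicate 4 against 1004 to 1039 (0.839), Chrng at 1571 in replicate 4 against 1221 to 1277 (0.839), and Numbl at 106 in replicate 1 against 143 to 149 (0.862).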

How the results depend on the processing

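Day 2 and day 3 groups hold 3 arrays each, and dim probes lie close to a background of 36.7; both limit what can be called. In all cases below the cause was not tested, apart from settings that test other probes or fewer arrays. Of the called sets, cell-cycle genes, immediate early genes and the genes rising in control DM kept their direction and their call on all 3 days under every alternative.

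Ethanol counts on days 1, 2 and 3 and the count on all 3 days were 3, 117, 70 and 3 without a filter; 5, 0, 17 and 0 with only the arrays of the compared groups; 913, 2663, 1493 and 76 at the unadjusted threshold of the paper; 746, 994, 961 and 39 by the t-test of the methods, 0, 0, 0 and 0 once adjusted, and 728, 1044, 949 and 36 on intensities. Limma-trend gave 65 on day 1, 863 on day 2 and 15 on all days, array weights 152 on day 1 and 23 on all days, a replicate block 17 and 3, an offset of 50 gave 794 on day 2, scaling to reference genes 47 (47 higher, 0 lower) on day 1, 193 (148 and 45) on day 2 and 56 (47 and 9) on day 3, and leaving out the 2 far arrays 277 on day 2 and 270 on day 3. After scaling to reference genes the median log2 fold change of all probes was 0.18 for ethanol on day 1, 0.21 for control day 2 against time zero, and −0.11, 0.11 and −0.22 for the differences of day 3 minus 1, 3 minus 2 and 2 minus 1; before it, each lay from −0.02 to 0.02.

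Differences of the ethanol effect (day 3 minus 1, 3 minus 2, 2 minus 1) gave 1, 0 and 0 probes without a filter, 2, 0 and 0 with only the compared groups, 14, 21 and 8 with limma-trend, 13, 9 and 8 with array weights, 1054, 1889 and 1857 at the unadjusted threshold, 15, 23 and 6 with an offset of 50, 0, 0 and 0 with scaling to reference genes, and 10, 5 and 0 without the 2 far arrays. An offset of 16 gave 9 for day 3 minus 1 and 0 for day 2 minus 1, and a block 3 and 0 for day 3 minus 1 and 3 minus 2.

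Amino-acid stress genes on day 1 were not past the test without a filter (adjusted p = 0.0740), with the stricter filter (0.0720), the compared groups only (0.0811), array weights (0.0894), a block (0.0543), an estimated correlation (0.0503) or without the 2 far arrays (0.158). Calcium genes on day 3 passed with array weights (0.0424) and fry (0.0226), the genes falling in control DM did not pass on day 3 with an estimated correlation (0.0878), and the sarcomere did not on day 1 with averaged probes (0.0578). Notch targets without the genes the paper names gave 0.850, 0.736 and 0.878, with the direction turned on day 3. Ube2n on day 1 turned with averaged probes (0.0783).

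Leaving out 1 array moved the day 1 count over 8 to 20, day 2 over 71 to 949, day 3 over 65 to 134, all 3 days over 3 to 13, day 3 minus 1 over 1 to 7, day 3 minus 2 over 0 to 208 and day 2 minus 1 over 0 to 191. It moved adjusted p over 0.0181 to 0.165 for amino-acid stress on day 1, 0.0169 to 0.301 for calcium on day 3 and 0.0053 to 0.0629 for Notch targets on day 2, and day 1 log2 ratios to Actb over 0.298 to 0.522 for Hey1 and −0.299 to −0.165 for Myod1.

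Of 400 values of named genes, 105 lost and 2 gained a call with the compared groups only, 59 and 0 without a filter, 56 and 4 with scaling to reference genes, 26 and 10 without the 2 far arrays, 17 and 5 with a block, 13 and 13 with averaged probes, 6 and 23 with array weights, 3 and 31 with limma-trend, 3 and 10 with an offset of 16 and 4 and 18 with an offset of 50; of 395 with the stricter filter, 0 and 8. For the block, control and ethanol arrays of the same number were compared after removing group means: no pairing exceeded 0.1 (day 1 0.015, 0.034, 0.085 and 0.040; day 2 −0.060, −0.037 and −0.098; day 3 0.037, 0.053 and −0.032). A slide block, no background correction, median scaling and a t-test of the differences between days were not run.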

Differences from the paper's values

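A count is said to differ where 1 value is over 1.5 times the other, and a fold where the signs differ or where the log2 values lie further apart than the larger replicate SD of the 2 groups. The paper gives 46 genes altered on all 3 days. Here 76 probes, a different unit, passed its thresholds with limma, for 69 genes and 6 probes without a gene symbol. Among the alternatives set before the data were examined, the difference was not met with only the arrays of the compared groups (58), the t-test of the methods (39) or that test on intensities (36), and it was met without a filter (71), with the stricter filter (77), limma-trend (73), array weights (96) and a replicate block (75). For any day the paper gives 3583, without saying whether probes or genes, and 4313 probes passed here, which is within 1.5 times. The count was further away without a filter (6114) and by the t-test of the methods (2365), and within 1.5 times with the stricter filter (4123), the compared groups only (3593), limma-trend (4199), array weights (4041), a block (4353) and the t-test on intensities (2395).

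For Actb, Table S1 of the paper gives a fold of 1.631 on day 1 and 1.548 on day 2, against −1.04 and 1.20 for the brightest probe. Of the other Actb probes, 1 gave 1.63 on day 1 and a different 1 gave 1.55 on day 2. These equal the folds of the paper once rounded, so its values appear to come from other probes than the brightest. The brightest probe and the mean of the probes differ from them under every alternative set before the data were examined that gives a fold: −1.04 and 1.20 without a filter, with the stricter filter, the compared groups, limma-trend and a block, −1.03 and 1.24 with array weights, and 1.15 and −1.34 for the mean of the probes. For Myog on day 3 the paper gives 1.359, against −1.04 for the brightest probe and 1.36, the same fold once rounded, for the other probe. The mean of the probes (1.14) has the same sign and lies within the replicate SD of this dim probe, and no filter, the stricter filter, the compared groups, limma-trend, array weights and a block do differ.

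The paper calls the day 3 profiles the most different from days 1 and 2. Here the first split over the 76 probes parted day 1 from days 2 and 3, as the tree drawn in Fig. 3A does. Among arrays of the same treatment, 1 of 6 day 2 arrays was closer to day 1 than to day 3, over all probes and over the 76. Against arrays of both treatments, chosen after the values were seen, 3 of 6 over all probes and 2 of 6 over the 76 were closer to day 1, all of them control arrays. The paper states that the Notch pathway was activated. Its evidence includes qRT-PCR of independent samples, a Hes1 promoter reporter and a gamma-secretase inhibitor, not analyzed here. The Notch, calcium and CXCR4 lists used here were written by hand and are not the gene sets of IPA, so they do not retest its results. The 28 tested Notch pathway genes, a list without Hes1 and Hey1, were not past camera on any day (adjusted p = 0.79, 0.23 and 0.51). Their transcripts do not measure receptor cleavage. Camera asks for a common shift up or down. Fry without direction asks whether genes of a list changed, not whether they changed more than other genes. For this list it gave unadjusted p of 0.63, 0.032 and 0.019. The Notch targets were past camera (0.0046, 0.0080 and 0.0043), on the 4 genes the paper names, and Hes1 was higher on all 3 days. It states that calcium signaling was affected. The calcium list was not past camera for a common shift up or down (0.506, 0.506 and 0.104). It was on day 3 with fry (0.0226), with array weights (0.0424) and without ethanol replicate 3 (0.0169). The statement of the paper has no direction. For this list fry without direction gave unadjusted p of 0.12, 1.9e-08 and 1.2e-10 on days 1, 2 and 3. CXCR4 signaling, which the paper also names, was past camera on day 2 (4.5e-04). Hey1, which it lists among changed genes, passed the adjusted test on day 2 alone and the thresholds of the paper on all 3 days. It states that MyoR and BMP4 were higher on more than 1 day. Both passed the adjusted test on day 3 alone, and at the thresholds of the paper Msc passed on days 1 and 3 and Bmp4 on days 2 and 3.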

Other observations

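Among the genes of a fat and matrix character that the paper does not discuss, Lpl, which encodes lipoprotein lipase, was higher in ethanol on days 2 and 3 (log2 fold change 0.65 and 0.90), and the adipogenic regulator Pparg was lower on day 2 (−0.57). In all, 0, 2 and 2 of 11 tested adipocyte genes were higher and 0, 1 and 0 lower on days 1, 2 and 3. Over the adipocyte list alone 2, 2 and 2 were higher and 0, 4 and 1 lower, and on day 2, 7 of the 11 were below 0 with a median of −0.30. Of 39 tested matrix and fibroblast genes, 2, 3 and 3 were higher and none lower, with 33, 34 and 31 above 0. Those past the test were Ccn2 and Mgp on each day, Ccdc80 on day 2 (0.54) and Bgn, which encodes biglycan, on day 3 (0.40). With adjustment over the list alone 4, 10 and 5 matrix genes were higher. Of 20 BMP and osteogenic genes, 1, 2 and 3 were higher, with the vitamin D receptor gene Vdr (0.79 and 0.80 on days 2 and 3) beside Mgp and Bmp4, and over that list alone 1, 3 and 4 were higher and 0, 2 and 2 lower. Single arrays ended the calls of Lpl on day 2 (control replicate 1 or 2, ethanol replicate 1), Pparg (control replicate 2), Bgn (any day 3 array but ethanol replicate 1) and Vdr on day 2 (control replicate 2 or 3, ethanol replicate 2) and on day 3 (any array), with highest adjusted p of 0.102, 0.0531, 0.192, 0.0980 and 0.126.

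Genes of amino-acid synthesis and import, which the factor ATF4 controls, were lower. Of 46 tested, 6 fell and 1 rose on day 2 and 4 fell on day 3, among them Gpt2 (−0.63 and −0.75), which encodes alanine aminotransferase, and on day 3 Chac1 (−0.75) and Psat1 (−0.70). On day 1 none passed in limma over all probes, with 4 higher and 9 lower at an unadjusted p under 0.05. Adjusted over the list alone, 2 were higher and 2 lower on day 1, 2 and 11 on day 2, and 0 and 9 on day 3. As a set they were lower on each day (adjusted p = 0.0442, 3.2e-04 and 1.2e-06; 0.0503, 0.0024 and 4.1e-04 with the correlation estimated, which ended the day 1 call). Of 34 immediate early genes, which respond to growth factors within minutes, 4, 7 and 2 were higher and none lower, among them Klf6 (1.20 on day 2). Over the list alone 6, 13 and 6 were higher and 0, 1 and 0 lower, and the set was higher on each day (adjusted p = 1.2e-06, 1.2e-06 and 5.2e-05; 0.0019, 0.0019 and 0.0056 with the correlation estimated). Fmo1 (−0.85 and −0.96 on days 1 and 2), Sprr1a (−0.74 and −0.98) and Gch1, which starts tetrahydrobiopterin synthesis (−1.12 and −1.04 on days 2 and 3), were among the largest falls, with the day 1 calls of Fmo1 and Sprr1a ended by scaling to the reference genes, and Nnmt (1.25) among the largest rises on day 3.

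On day 2, 1 gene of each of these lists was higher: Mef2a (0.61) of 16 myogenic regulators, Ehd2 (0.62) of 23 fusion genes, Calr of 20 unfolded protein response genes, and Cald1 (1.07) of 11 smooth muscle genes. On days 1 and 3 limma called none of them, with 2 and 0, 3 and 4, 3 and 0, and 1 and 0 higher and lower at an unadjusted p under 0.05 on day 1, and 1 and 3, 1 and 2, 2 and 1, and 2 and 0 on day 3. Of 12 genes of reserve cells and quiescence, Sprr1a was lower on days 1 and 2 and Hey1 higher on day 2, with none on day 3 (2 higher and 2 lower unadjusted). Of 15 genes of ethanol metabolism, Aldh5a1 was higher on day 1 (0.56) and Aldh3b1 lower on day 2 (−0.43), with none on day 3 (2 and 1 unadjusted). Of 31 oxidative stress genes, 3 were lower on day 2 (Slc7a11 −0.77, Gsta4 −0.60 and Taldo1 −0.39), with none on days 1 and 3 (1 and 2, and 1 and 0, unadjusted). Of 26 p53 and apoptosis genes, Bcl2l1 was higher on day 2 (0.85) and Sesn1 on day 3 (0.49), with none on day 1 (1 and 0 unadjusted), and of 16 interferon genes Ifi27 on days 1 and 3 (0.43 and 0.46), with none on day 2 (0 and 4 unadjusted). On day 2, 1 gene was lower in each of glycolysis (Hk2, −0.41, of 19), oxidative phosphorylation (Idh3a, −0.63, of 46) and reference genes (Rpl13a, −0.43, of 14). On days 1 and 3 none was called, with 3 and 1, 0 and 1, and 0 and 3 higher and lower unadjusted on day 1 and 1 and 4, 0 and 3, and 0 and 0 on day 3. None of 18 sterol synthesis genes was called on any day (higher and lower unadjusted: 1 and 0, 1 and 1, 0 and 6); 16 were below 0 on day 3. Counts over a list alone that differ from these (higher and lower) were 3 and 2 on day 2 and 0 and 2 on day 3 for myogenic regulators, 0 and 1 on day 1 for fusion genes, and 1 and 0 on day 1 and 2 and 0 on day 2 for smooth muscle genes. They were 2 and 2, 2 and 1, and 2 and 2 for reserve cells, 0 and 2 on day 2 and 1 and 1 on day 3 for ethanol metabolism, and on day 2, 0 and 5 for oxidative stress, 0 and 3 for interferon genes, 0 and 2 for glycolysis and 1 and 2 for reference genes. Every call in this paragraph, apart from those of Calr and Sprr1a, ended without at least 1 array. On day 2 these were control replicate 1 for Mef2a, Ehd2, Cald1, Aldh3b1, Slc7a11, Gsta4, Taldo1, Bcl2l1, Hk2, Idh3a, Rpl13a and Hey1 (highest adjusted p over the arrays 0.237, 0.205, 0.174, 0.200, 0.149, 0.185, 0.162, 0.192, 0.169, 0.104, 0.0840 and 0.0599) and, for all of these but Rpl13a and Hey1, control replicate 2. Control replicate 3 did so for Aldh3b1 and Slc7a11, ethanol replicate 1 for Mef2a, Cald1 and Gsta4, ethanol replicate 2 for Mef2a, Ehd2, Slc7a11, Gsta4 and Taldo1, and ethanol replicate 3 for Ehd2, Cald1, Aldh3b1, Slc7a11, Taldo1, Bcl2l1, Hk2 and Idh3a. On the other days these were any array for Aldh5a1 (0.165), any day 3 array but control replicate 2 for Sesn1 (0.207), control replicate 4 or any ethanol array of day 1 for Ifi27 (0.0872), and day 3 control replicate 2 for Ifi27 (0.0568).

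For the myogenic genes of the qRT-PCR figures, Myod1 was not past the array test on any day (log2 fold change −0.29, 0.01 and −0.60; adjusted p = 0.58, 0.98 and 0.13). Its day 2 value ranged from −0.28 to 0.20 with 1 array left out, and it was −0.28 without ethanol replicate 3, which read 277 against 160 and 141 in the others. Myod1 passed on day 3 with array weights and without the 2 arrays farthest from their groups (lowest adjusted p = 0.0156). Table S1 of the paper lists Myod1 at folds of −1.221 on day 1 and −1.52 on day 3, and the folds here were −1.22 and −1.52. Every ethanol array lay below every control array on day 3, while the groups overlapped on day 1. The brightest Myog probe stayed near background (0.03, −0.12 and −0.06). Actb, the qRT-PCR reference, was at −0.05, 0.26 and −0.10 in its brightest probe and was past the test on day 2 with limma-trend and with array weights (0.0178). Its 4 other probes ranged from −1.33 to 0.71, but both extremes came from dim probes, with group means of 61.7 to 272. The bright ones among them ranged from −0.38 to 0.63. The brightest probe read 33167 to 47961, close to the highest intensity of every array (50388), where changes are compressed if the signal saturates. Saturation was not tested. Normalization also left the sorted values nearly equal across arrays, so a probe near the top has little room to move. The ratios below are therefore approximate. Relative to Actb on the same array, the log2 changes were 1.05, 0.93 and 0.90 for Hes1, 0.41, 0.30 and 0.46 for Hey1, −0.24, −0.25 and −0.50 for Myod1 and 0.08, −0.38 and 0.05 for Myog. With 1 array left out the day 2 value of Myod1 ranged from −0.556 (without ethanol replicate 3) to −0.031 (without ethanol replicate 2). The exact p on day 1 was 0.0286, 0.0571, 0.0857 and 0.83, and on days 2 and 3 it was 0.1 and 0.1, 0.1 and 0.1, 0.5 and 0.1, and 0.1 and 0.8. The smallest that permutations can give is 0.0286 on day 1 and 0.1 on days 2 and 3.

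Of the tests of the 2 patterns weighed here, 1 compares rising genes of the sarcomere and calcium-handling lists with the other rising genes. That comparison and the tightened reading of the single-array test were chosen after the result was seen. More probes changed on day 2 than on day 3 (512 and 145). Against a single array as the cause, the count without replicate 3 of day 2 ethanol was 214. The bound set for this test, that a count above 145 excludes the cause, was wrong, because leaving out other day 2 arrays gave 71 without control replicate 1 and 128 without control replicate 2, so the counts of 71 to 949 span 145 and the cause stays open. Without the 2 arrays farthest from their groups the counts were 277 and 270. Probe-specific noise also stays open: the correlation between probes of 1 gene was 0.380 on day 2 and 0.375 on day 3 (2537 genes; difference 0.0054, bootstrap interval −0.048 to 0.058).

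The 300 genes that rose most in control DM were higher in ethanol as a set (adjusted p = 1.3e-06, 3.4e-04 and 6.7e-05, or 4.1e-04, 0.0022 and 0.0024 with the correlation estimated). Past the test were 7, 16 and 19 higher and 1, 12 and 3 lower genes. The 300 that fell most were lower (1.2e-06, 2.9e-06 and 2.2e-04, or 0.0207, 0.0226 and 0.0878, where the day 3 call ended), with 0, 4 and 3 higher and 1, 27 and 7 lower. For ethanol days 1 and 2 the lists were chosen on control day 3 against time zero. For ethanol day 3 they were chosen on control day 2 against time zero. No array entered both a list and its test, though the lists still come from this experiment. Bias from intensity was examined with 10000 random lists, matched on mean intensity over all arrays and not on the intensity of the day tested. The medians of 0.087, 0.064 and 0.083 on days 1, 2 and 3 lay at percentile 100 of these lists (ranges −0.027 to 0.014, −0.083 to −0.016 and −0.035 to 0.019). The rising genes were chosen because their intensity changed, so this match cannot decide on a bias at the intensity of a given day. Such a bias stays open. Among the rising genes, those on the sarcomere or calcium-handling lists went the other way, with medians of −0.11, −0.55 and −0.39 for 16, 16 and 15 genes against 0.095, 0.083 and 0.094 for the rest (difference −0.20 on day 1, −0.63 on day 2 and −0.48 on day 3). Of these genes, 6, 1 and 4 were above 0. Past the test were 1, 8 and 3 lower and 0 higher. No p-value was computed for this difference. The full lists of 27 sarcomere and 37 calcium-handling genes were not past camera on day 3 (medians 0.02 and −0.09, adjusted p = 0.21 and 0.104). Whether genes of either list as a class part from the rest on that day therefore stays open.

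Other splits of the arrays were counted for each result. On day 1, 1 of 35 splits, the real one, was as large for the count (33, highest other 1). So it was for the limma set test (camera, unadjusted) of sarcomere (0.0099, 0.0285), cell cycle (6.4e-10, 2.5e-06), immediate early genes (2.3e-07, 1.1e-04) and genes rising in control DM (3.0e-07, 1.4e-05). A share of 1 of 35 is the smallest these splits can give, and it was not corrected for the number of results. Only lists already called were split. The share argues against a chance split of these arrays but does not exclude it. Arrays of a group may be technical, and splits of such arrays would not measure the spread between cultures. For amino-acid stress 6 of 35 were as small (0.031, 0.0027), and for genes falling in control DM 2 of 35 (2.4e-07, 1.1e-07). These 2 shares do not argue against chance. For Notch targets the real split was 1 of 35 (0.0028, 0.0079), but 4 of the genes are ones the paper names from these arrays, and without them the p was 0.822, so this does not exclude chance. For the 8 probes changed on all 3 days, 1 of 100 was as large (highest other 0). Other splits of day 3 alone already gave 0 probes. A shared count of 0 was therefore nearly fixed in advance, and this test does not exclude chance. Days 2 and 3 have 10 splits each, too few for a share under 0.05. The real result, 1 of 10, and the highest other were 512 and 241 probes on day 2 and 145 and 0 on day 3. For sets on day 2 the p-values were 0.0050 and 0.0316 for Notch targets, 6.2e-04 and 0.0060 for sarcomere, 2.3e-04 and 0.0027 for CXCR4 signaling, 8.2e-06 and 2.3e-04 for cell cycle, 1.4e-04 and 0.0025 for amino-acid stress, 1.8e-07 and 7.3e-05 for immediate early genes, and 1.6e-04 and 0.0018, and 7.6e-07 and 2.1e-04, for genes rising and falling in control DM. On day 3 they were 0.0025 and 0.0242 for Notch targets, 4.0e-11 and 5.0e-04 for cell cycle, 1.2e-07 and 0.0051 for amino-acid stress, 1.7e-05 and 0.0024 for immediate early genes, and 2.5e-05 and 0.0367, and 9.0e-05 and 0.0045, for genes rising and falling in control DM.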
